# Transcriptome analysis reveals molecular signature and cell-type difference of *Homo sapiens* endothelial-to-mesenchymal transition

**DOI:** 10.1093/g3journal/jkad243

**Published:** 2023-10-20

**Authors:** Ronald Bronson, Junfang Lyu, Jianhua Xiong

**Keywords:** transcriptome, *Homo sapiens* endothelial cell, endothelial-to-mesenchymal transition, chemotaxis, acetate

## Abstract

Endothelial-to-mesenchymal transition (EndoMT), a specific form of epithelial-to-mesenchymal transition, drives a growing number of human (*Homo sapiens*) pathological conditions. This emerging knowledge opens a path to discovering novel therapeutic targets for many EndoMT-associated disorders. Here, we constructed an atlas of the endothelial-cell transcriptome and demonstrated EndoMT-induced global changes in transcriptional gene expression. Our gene ontology analyses showed that EndoMT could be a specific checkpoint for leukocyte chemotaxis, adhesion, and transendothelial migration. We also identified distinct gene expression signatures underlying EndoMT across arterial, venous, and microvascular endothelial cells. We performed protein–protein interaction network analyses, identifying a class of highly connected hub genes in endothelial cells from different vascular beds. Moreover, we found that the short-chain fatty acid acetate strongly inhibits the transcriptional program of EndoMT in endothelial cells from different vascular beds across tissues. Our results reveal the molecular signature and cell-type difference of EndoMT across distinct tissue- and vascular-bed-specific endothelial cells, providing a powerful discovery tool and resource value. These results suggest that therapeutically manipulating the endothelial transcriptome could treat an increasing number of EndoMT-associated pathological conditions.

## Introduction

The human (*Homo sapiens*) endothelium is arguably among the largest organs in the human body, weighing almost 1 kilogram of a typical person's body and covering a surface area of about 4,000–7,000 square meters (Aird 2005). It is a monolayer of endothelial cells and includes approximately 10 trillion cells, constituting the inner cellular lining of the blood vessels and the lymphatic system (Galley and Webster 2004). The vascular endothelial cells lining all blood vessels build the vasculature, which regulates nutrient and gas exchanges between the bloodstream and surrounding tissues (Galley and Webster 2004; Aird 2005). Endothelial-to-mesenchymal transition (EndoMT), a specific form of epithelial-to-mesenchymal transition (EMT), is defined as the transdifferentiation of endothelial cells into mesenchymal cells characterized by the loss of endothelial features and the acquisition of mesenchymal, fibroblast-like properties (Kovacic et al. 2012). In 1977, this cellular conversion process was initially observed during normal cardiac development, contributing to valve formation and heart septation (Markwald et al. 1977; Kovacic et al. 2012). Emerging evidence has linked abnormal EndoMT to a wide range of pathological conditions, including but not limited to pulmonary hypertension (Xiong 2015a; Xiong 2015b), atherosclerosis (Chen et al. 2015; Evrard et al. 2016), vein graft stenosis (Cooley et al. 2014), cancer progression (Potenta et al. 2008), and fibrosis in key organs such as the lung, heart, and kidney (Zeisberg et al. 2007, 2008; Piera-Velazquez et al. 2011). Despite the importance of EndoMT in human diseases, the molecular signature and cell-type difference underlying EndoMT remain poorly understood.

The vasculature includes macrovasculature and microvasculature. The macrovasculature is composed of arteries and veins, while the microvasculature consists of small vessels (arterioles, capillaries, and venules) with a diameter <150 μm (Climie et al. 2019). For instance, primary human pulmonary microvascular endothelial cells (HPMVECs) are located in microvasculature, while primary human aortic endothelial cells (HAECs) and primary human umbilical vein endothelial cells (HUVECs) are derived from the largest artery (aorta) and the umbilical vein, respectively. Tissue-specific endothelial cells from different vascular beds exhibit markedly distinct gene expression and functional features (Nolan et al. 2013; Jambusaria et al. 2020; Kalucka et al. 2020). Therefore, developing effective therapeutic strategies for the increasing number of disorders associated with EndoMT would benefit from a transcriptome atlas of vascular endothelial cells undergoing EndoMT.

Here, we report a series of global transcriptional profiles investigating the molecular signature and cell-type difference of EndoMT. We also report a novel role for acetate in suppressing the EndoMT program. We first examined gene expression regulation in different types of endothelial cells undergoing EndoMT and then analyzed the endothelial molecular signatures and cell-type difference upon EndoMT induction. Finally, we explored the role of acetate as a robust inhibitor of EndoMT.

## Methods and materials

### Cell culture

All cells were cultured in a 37°C tissue-culture incubator with a 5% CO_2_ atmosphere and regularly tested for Mycoplasma contamination using MycoAlert Mycoplasma Detection Kit (LT07-318; Lonza). Primary human endothelial cells were obtained from Lonza (HUVECs [Human Umbilical Vein Endothelial Cells]: C2519A; HAECs [Human Aortic Endothelial Cells]: CC-2535; HPMVECs [Human Pulmonary MicroVascular Endothelial Cells]: CC-2527) and used between passages 4 and 9. Endothelial cells were maintained in Endothelial Cell Growth Medium MV2 Kit (C-22121; PromoCell) and grown on fibronectin (F2006; Sigma-Aldrich)-coated 6-well cell culture plates as previously described (Baudin et al. 2007; Xiong et al. 2018). Cell morphology was examined using a Nikon Eclipse TS 100 microscope (Nikon, Tokyo, Japan) and images were acquired using Nikon's NIS (Nikon Instruments Software)-Elements Imaging Software (version 5.21.03).

### Chemicals and reagents

For induction of EndoMT, subconfluent endothelial cells on fibronectin-coated plates were incubated with 10 ng/mL recombinant human TGF-β1 (240-B-010/CF; R&D Systems) and 1 ng/mL recombinant human IL-1β (579404; BioLegend) for 4 days, with equal amounts of cytokines and fresh media changed every other day. Sodium acetate (S5636; Sigma-Aldrich) was added, where indicated, at a concentration of 40 mM as previously employed (Xiong et al. 2018; Lyu et al. 2022). Because endothelial cell function may be affected by changes in cellular pH (Faes et al. 2016; Deguchi et al. 2022), an acetate solution (pH 7.4) was used with the same pH as the culture media.

### Real-time quantitative reverse transcription PCR (real-time qPCR)

Endothelial cells were seeded in 6-well cell culture plates and treated with or without 10 ng/mL TGF-β1 and 1 ng/mL IL-1β, and with or without 40 mM acetate as indicated, for 4 days. Total RNAs were extracted from cultured endothelial cells using the Direct-zol RNA Miniprep Plus Kit (R2072; Zymo Research). During RNA purification, DNase I treatment was performed for DNase digestion (Zymo Research). Complementary DNA (cDNA) was prepared using the iScript cDNA Synthesis Kit (1708891, Bio-Rad Laboratories). Real-time qPCR was performed on a CFX Connect Real-Time System (Bio-Rad Laboratories) with HotStart 2X SYBR Green qPCR Master Mix (K1070, APExBIO) according to the manufacturer's instructions. Data were acquired using CFX Maestro software (Bio-Rad Laboratories) and then analyzed using the comparative cycling threshold (ΔΔCt) methodology. The primer oligos were synthesized and purified by Integrated DNA Technologies (Coralville, IA). The primer sequences were used to detect human gene expression: *ANPEP*, forward primer, 5′- GACCAAAGTAAAGCGTGGAATCG-3′, and reverse primer, 5′-TCTCAGCGTCACCCGGTAG-3′; *ARGLU1*, forward primer, 5′-GACCGCATCGACATCTTCGG-3′, and reverse primer, 5′-CGCTCGAACTCCGCTTTCTT-3′; *CCL3L1*, forward primer, 5′-CACCTCCCGACAGATTCCAC-3′, and reverse primer, 5′-GGTCACTGACGTATTTCTGGAC-3′; *CD44*, forward primer, 5′-GACAAGTTTTGGTGGCACG-3′, and reverse primer, 5′-CACGTGGAATACACCTGCAA-3′; *CXCL5*, forward primer, 5′-AGCTGCGTTGCGTTTGTTTAC-3′, and reverse primer, 5′-TGGCGAACACTTGCAGATTAC-3′; *CXCL11*, forward primer, 5′-GACGCTGTCTTTGCATAGGC-3′, and reverse primer, 5′-GGATTTAGGCATCGTTGTCCTTT-3′; *DDX39B*, forward primer, 5′-TCCAGGCCGTATCCTAGCC-3′, and reverse primer, 5′-GCATGTCGAGCTGTTCAAGC-3′; *ERV3-1*, forward primer, 5′-TGTTCTTGCTACTCCCCTTATCC-3′, and reverse primer, 5′-GTTCCCCGACCACGTAGTG-3′; *GAPDH*, forward primer, 5′-AAGGTGAAGGTCGGAGTCAA-3′, and reverse primer, 5′-AATGAAGGGGTCATTGATGG-3′; *ICAM2*, forward primer, 5′-TCGGTTACAGGACCCTGACT-3′, and reverse primer, 5′-CTTTGGCCTCACGTGTACCT-3′; *ICOSLG*, forward primer, 5′-GCAGCCTTCGAGCTGATACTC-3′, and reverse primer, 5′-GTTTTCGACTCACTGGTTTGC-3′; *INSIG2*, forward primer, 5′-CTTGATGATTCGAGGAGTAGTGC-3′, and reverse primer, 5′-CAGGTGGAAAGAGCGTCACAT-3′; *KIT*, forward primer, 5′-GGGATTTTCTCTGCGTTCTG-3′, and reverse primer, 5′-GATGGATGGATGGTGGAGAC-3′; *LY6E*, forward primer, 5′-CAGCTCGCTGATGTGCTTCT-3′, and reverse primer, 5′-CAGACACAGTCACGCAGTAGT-3′; *LYVE1*, forward primer, 5′-AGGCTCTTTGCGTGCAGAA-3′, and reverse primer, 5′-GGTTCGCCTTTTTGCTCACAA-3′; *MCM4*, forward primer, 5′-TTCTTTGACCGTTACCCTGAC-3′, and reverse primer, 5′-GGGATGTCCTGATCACCATG-3′; *MMP1*, forward primer, 5′-AAAATTACACGCCAGATTTGCC-3′, and reverse primer, 5′-GGTGTGACATTACTCCAGAGTTG-3′; *PECAM1*, forward primer, 5′-CCTTCTGCTCTGTTCAAGCC-3′, and reverse primer, 5′-GGGTCAGGTTCTTCCCATTT-3′; *RPL7*, forward primer, 5′-CAAGGCTTCGATTAACATGCTGA-3′, and reverse primer, 5′-GCCATAACCACGCTTGTAGATT-3′; *SAMHD1*, forward primer, 5′-CTGGAACTCCATCCCGACTAC-3′, and reverse primer, 5′-AGTAATGCGCCTGTGATTTCAT-3′;

*SERPINE1*, forward primer, 5′-ACAACAGGAGGAGAAACCCA-3′, and reverse primer, 5′-AGCTCCTTGTACAGATGCCG-3′; *STAT1*, forward primer, 5′-CGGCTGAATTTCGGCACCT-3′, and reverse primer, 5′-CAGTAACGATGAGAGGACCCT-3′; *TAGLN*, forward primer, 5′-GTCCGAACCCAGACACAAGT-3′, and reverse primer, 5′-CTCATGCCATAGGAAGGACC-3′; *TSPAN13*, forward primer, 5′-GCGCCCTCAACCTGCTTTA-3′, and reverse primer, 5′-ACTCGGAGACTGGAAATCAGC-3′; *TSPAN18*, forward primer, 5′-GCTGTTACACGGTGATCCTCA-3′, and reverse primer, 5′-CATGGCGAAAAGCTCGATGG-3′; *UBE2L6*, forward primer, 5′-TGGACGAGAACGGACAGATTT-3′, and reverse primer, 5′-GGCTCCCTGATATTCGGTCTATT-3′.

### Western blot analysis

Western blot analysis was performed according to a previously described protocol with some modifications (Xiong et al. 2018). In brief, endothelial cells were lysed using Radioimmunoprecipitation assay (RIPA) buffer (BP-115; Boston BioProducts) supplemented with Protease Inhibitor Cocktail (11836170001; Roche Life Sciences) and Phosphatase Inhibitor Cocktail (04906837001; Roche Life Sciences). Protein lysates were centrifuged (14,000 g) for 10 minutes at 4°C, and then the supernatants were heated at 95°C with addition of 4x Laemmli Sample Buffer (1610747; Bio-Rad Laboratories) for 10 minutes. For immunoblotting, cell lysates were subjected to SDS–polyacrylamide-gel electrophoresis (SDS–PAGE) separation with a Mini-PROTEAN Tetra Electrophoresis Cell (Bio-Rad Laboratories), and then transferred to a nitrocellulose membrane using Trans-Blot Turbo Transfer System (Bio-Rad Laboratories). The membranes were blocked in phosphate-buffered saline (PBS) + 0.1% Tween-20 supplemented with 5% (w/v) Blotting Grade Blocker nonfat dry milk (1706404; Bio-Rad Laboratories), or bovine serum albumin (BSA; 03116964001; Roche Life Sciences) for 1 hour at room temperature. After blocking, the membranes were incubated with the indicated primary antibodies overnight at 4°C, followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 hour at room temperature. The protein bands were detected with Clarity Western ECL Substrate (1705061, Bio-Rad Laboratories) or SuperSignal West Pico PLUS Chemiluminescent Substrate (34,579, Thermo Fisher Scientific) under an Odyssey XF Imager (LI-COR Biosciences) and analyzed using Empiria Studio software (LI-COR Biosciences). The following validated primary rabbit monoclonal antibodies from Cell Signaling Technology were used: anti-pSMAD2 (3,108), anti-SMAD2 (5,339), and anti-GAPDH (5,174). The goat antirabbit IgG (H + L)- HRP) conjugate (170–6,515) secondary antibodies were purchased from Bio-Rad Laboratories.

### RNA library preparation and sequencing

Endothelial cells were treated, where indicated, with or without 10 ng/mL TGF-β1 and 1 ng/mL IL-1β, and with or without 40 mM acetate for 4 days, and then total RNAs were isolated using RNeasy Plus 96 Kit (74,192, Qiagen) following the manufacturer's instruction. Isolated RNA sample quality was assessed by High Sensitivity RNA Tapestation (Agilent Technologies Inc., CA, USA) and quantified by Qubit 2.0 RNA HS assay (Thermo Fisher Scientific, MA, USA). Paramagnetic beads coupled with oligo d(T)25 were combined with total RNA to isolate poly(A)+ transcripts based on NEBNext Poly(A) mRNA Magnetic Isolation Module manual (E7490, New England BioLabs). Before first strand synthesis, samples were randomly primed (5´ d(N6) 3´ [N = A, C, G, T]) and fragmented based on the manufacturer's recommendations. The first strand was synthesized with the Protoscript II Reverse Transcriptase with a longer extension period, approximately 40 minutes at 42°C. All remaining steps for library construction were used per the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760L, New England BioLabs). The final libraries quantity was assessed by Qubit 2.0 (Thermo Fisher Scientific, MA, USA) and the quality was assessed by TapeStation D1000 ScreenTape (Agilent Technologies Inc., CA, USA). The final library size was about 430 bp with an insert size of about 300 bp. Illumina 8-nt dual-indices were used. Equimolar pooling of libraries was performed based on Quality Control (QC) values and sequenced on an Illumina Novaseq platform (Illumina, CA, USA) with a read length configuration of 150 PE for 40 M PE reads per sample (20 M in each direction).

### RNA-seq data processing and bioinformatic analyses

FastQC (version v0.11.8) was applied to check the quality of raw reads. Trimmomatic (version v0.38) was applied to cut adaptors and trim low-quality bases with default setting. Spliced Transcripts Alignment to a Reference (STAR) Aligner version 2.7.1a was used to align the reads. Picard tools (version 2.20.4) were applied to mark duplicates of mapping. The StringTie version 2.0.4 was used to assemble the RNA-Seq alignments into potential transcripts. The featureCounts (version 1.6.0)/HTSeq was used to count mapped reads for genomic features such as genes, exons, promoters, gene bodies, genomic bins, and chromosomal locations. The RNA-Seq data were analyzed and visualized using an R programming environment. The DESeq2 (version 1.14.1) was used for the differential analysis. For volcano plots, adjusted *P*-value was rounded to 1E-307 while it was zero. The Gene Ontology (GO) analysis was done using the ClusterProfiler package (Yu et al. 2012). The protein–protein networks were generated using the web-based tool STRING database (version 12.0) and visualized using Cytoscape (version: 3.10.0) (Shannon et al. 2003; Szklarczyk et al. 2023). The RNA-Seq data were deposited in the NCBI's Gene Expression Omnibus (GEO) repository with the accession number GSE236730.]

### Statistical analysis

All statistics were calculated using GraphPad Prism software (version 9.5.1; GraphPad Software). Unless mentioned otherwise, the statistical significance of differences between groups was determined by unpaired 2-sided Student's *t*-test. Results are represented as the mean ± standard error of the mean (SEM) and *P*-values < 0.05 were considered significant.

## Results and discussion

### Dramatic global alterations in gene expression accompany EndoMT

We recently established that primary HPMVECs cultures could be stimulated to undergo EndoMT by treating cells with a cytokine combination of transforming growth factor β1 (TGF-β1) and interleukin-1β (IL-1β) (Xiong et al. 2018, Xiong 2018a). This design was based on 2 premises: first, TGF-β signaling and IL-1β-associated inflammation are key culprits of EndoMT-linked endothelial cell dysfunction (Rieder et al. 2011; Xiong 2015a; Xu and Kovacic 2023); second, as a potent inducer of EndoMT, this cytokine combination allows us to map endothelial cell changes in the transcriptome over a short time course (Xiong et al. 2010; Jing et al. 2023; Lyu et al. 2023). Under this design, cytokine-treated endothelial cells underwent a clear morphological transition 4 days later from normal polygonal cobblestone monolayers into mesenchymal-like cells, adopting an elongated spindle-shaped appearance (Fig. 1a).

**Fig. 1.**
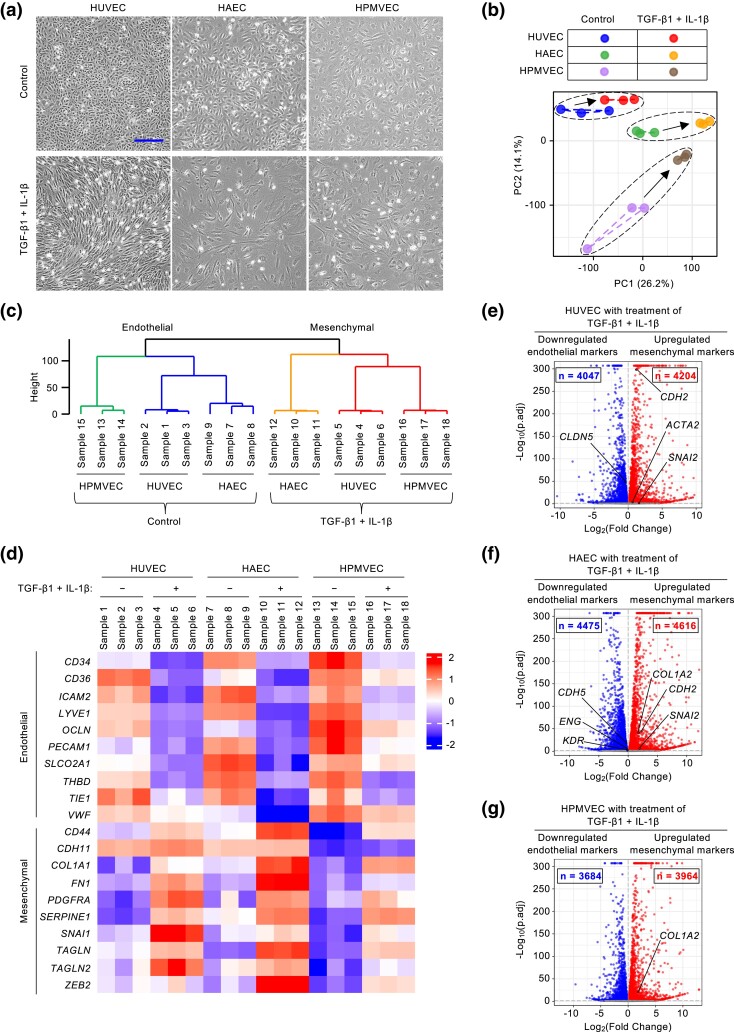
A dramatic global change in gene transcription accompanies EndoMT induction. a) TGF-β1 and IL-1β induce morphological changes consistent with EndoMT in HUVECs, HAECs, and HPMVECs. Scale bar, 300 µm. b) PCA of RNA-Seq data from endothelial cells with or without cytokine treatment. c) Hierarchically clustered dendrogram of RNA-Seq data from endothelial cells with or without cytokine treatment (n = 3 biological replicates). d) Heatmap analysis of transcription expression data for EndoMT markers in endothelial cells with or without cytokine treatment (n = 3 biological replicates). e–g) Volcano plots of significantly differentially expressed genes in cytokine-treated HUVECs (e), HAECs (f), and HPMVECs (g), compared with their corresponding control cells. The −log_10_(adjusted *P-*value) was plotted against the log_2_(Fold-Change) in gene expression. Upregulated genes in cytokine-treated endothelial cells (log_2_[Fold-Change] > 0 and adjusted *P-*value < 0.05) are depicted as red dots; genes that were downregulated in cytokine-treated endothelial cells (log_2_[Fold-Change] < 0 and adjusted *P-*value < 0.05) are depicted in blue (n = 3 biological replicates); gray dots indicate genes that were not significantly regulated by cytokine treatment.

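RNA was sequenced from primary human umbilical vein (HUVEC), aortic (HAEC) and pulmonary microvascular (HPMVEC) endothelial cells, cultured for 4 days without cytokines (control) or with TGF-β1 (10 ng/mL) plus IL-1β (1 ng/mL). There were 3 libraries in each of the 6 groups, 18 in all. The libraries were made from poly(A) RNA with a directional kit and read from both ends. The authors trimmed the reads, aligned them with STAR, marked duplicates, counted reads on each gene with featureCounts or HTSeq, and deposited these counts without normalization for 58884 Ensembl genes. Total counts per library ranged from 34434625 to 46499608. The median total was 40203174 in control and 39662017 in cytokine-treated HUVECs, 38541508 and 36360711 in HAECs, and 38257694 and 34579494 in HPMVECs. The 16201 genes kept by edgeR's filterByExpr function over all 27 libraries of the study were tested. In each cell type, edgeR's quasi-likelihood test compared the 3 cytokine-treated with the 3 control libraries after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Expression levels are means of library-size-scaled counts (CPM) ± SD over 3 libraries, and log2 fold changes are given with their standard error (SE). Where all libraries of a group held 3 or fewer counts of a gene, its fold change was computed against 3 counts and is a lower bound, which covers counting error only. The paper's text does not state how many donors the cells of each type came from, so a difference between cell types includes any difference between donors.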

To identify potential novel molecular mechanisms of EndoMT, we performed transcriptome profiles of human primary endothelial cells from different vascular beds (HUVECs from veins, HAECs from arteries, and HPMVECs from microvascular vessels) using the design described above. We first assessed these transcriptional datasets using a pan-endothelial marker list from the PanglaoDB database (Franzen et al. 2019; Jambusaria et al. 2020). We found that hierarchical clustering of the RNA-sequencing (RNA-Seq) profiles focused on 186 pan-endothelial genes separated all replicate baseline samples (Supplementary Fig. 1a). This result indicated that many classical endothelial cell markers were induced coordinately across all 3 cell types. In addition, there were distinct transcriptional patterns for many classic pan-endothelial markers suggesting there is also cell-type difference across endothelial cells derived from different vascular beds.

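Of the 186 pan-endothelial genes, 157 were among the tested genes. Hierarchical clustering of the log2 CPM of these 157 genes in the 9 control libraries (Ward linkage) put the 3 libraries of each cell type together, with HPMVECs apart from HUVECs and HAECs. The largest distance between libraries of one cell type was 5.53, and the smallest between libraries of different cell types was 20.6.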

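An edgeR F-test across the 3 cell types found that 149 of the 157 tested genes (94.9%) differed between controls at an adjusted p under 0.05, against 12149 of all 16201 genes (75.0%). The count was 150 when adjusted over the list alone. The highest mean level was in HUVECs for 40 of the 157 genes, in HAECs for 49 and in HPMVECs for 68. The highest and lowest means differed by more than 2-fold for 94 genes and by more than 10-fold for 25, with the lowest level of 10 genes, at 3 or fewer counts in every library, taken at its bound and 1 gene at that floor throughout not counted. TIMP3 (ENSG00000100234) had 185.3 ± 13.9 CPM in HPMVECs, 0.798 ± 0.265 CPM in HAECs and 0.656 ± 0.0500 CPM in HUVECs (SD, n = 3; adjusted p = 1.86e-24), and MGP (ENSG00000111341) had 678 ± 20.7 CPM in HUVECs, 138 ± 14.6 CPM in HAECs and 9.04 ± 1.12 CPM in HPMVECs (adjusted p = 7.25e-23). Keeping only genes with at least 10 counts in every library moved the count of differing pan-endothelial genes most, to 131.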

To further explore and visualize the RNA-seq datasets, we took advantage of 2 data-driven modeling approaches: principal component analysis (PCA, a method for data condensation) and clustering (a means for data organization) (Janes and Yaffe 2006). PCA biplot showed that the gene expression patterns for each type of endothelial cell clustered apart from each other and there was a distinct shift in gene expression patterns in endothelial cells after cytokine treatment (Fig. 1b). 

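Principal component analysis of log2 CPM over all tested genes, centred and not scaled, put 37.8% of the variance of the 18 libraries on the first component, 27.7% on the second and 17.1% on the third. On the first component, control libraries averaged −94.8 ± 1.01 in HUVECs, −25.3 ± 0.910 in HAECs and −25.0 ± 0.940 in HPMVECs (SD, n = 3 libraries). Cytokine treatment moved these means by 79.8, 125 and 85.7. On the second component, HPMVEC controls averaged −93.5 ± 2.68, against 26.8 ± 0.38 for HUVEC controls and 26.8 ± 2.65 for HAEC controls. The SD within a group was at most 2.68 on each of the 3 components, so that each shift was larger than the spread between replicates. DESeq2's variance stabilizing transformation moved the share of the first component most, to 46.9%.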

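Hierarchical clustering of the same values (Ward linkage, Euclidean distance) put the 3 libraries of each of the 6 groups together. Divided into 2 clusters, the tree held 9 libraries in each. One cluster joined all HUVECs with control HAECs, and the other joined cytokine-treated HAECs with all HPMVECs. Divided into 3, it set the 3 libraries of cytokine-treated HAECs apart from the 6 of HPMVECs. The mean profiles of control HUVECs and HAECs lay 122 apart, those of control HAECs and HPMVECs 143, and those of control HUVECs and HPMVECs 149. Control and cytokine-treated HUVECs were 111 apart and HAECs 148.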

We built a clustering tree to group similar samples and identified cell-type difference among normal microvascular (HPMVEC) and macrovascular (HUVEC and HAEC) endothelial cells (Fig. 1c).

This responsiveness to cytokine treatment manifested as a marked decrease in numerous well-known endothelial markers and a simultaneous increase in mesenchymal markers (Fig. 1d, Supplementary Fig. 1b). We found 20 shared markers (10 endothelial markers [*CD34*, *CD36*, *ICAM2*, *LYVE1*, *OCLN*, *PECAM1*, *SLCO2A1*, *THBD*, *TIE1,* and *VWF*] and 10 mesenchymal markers [*CD44, CDH11, COL1A1, FN1, PDGFRA, SERPINE1, SNAI1, TAGLN, TAGLN2,* and *ZEB2*]). 

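All 10 endothelial markers were lowered and all 10 mesenchymal markers were raised after cytokine treatment in each of the 3 cell types, at an adjusted p under 0.05 over all tested genes and also when adjusted over the list alone. The study chose these markers on the same libraries, so the second count is not independent evidence. The median log2 fold change of the endothelial markers was −1.38 in HUVECs, −2.40 in HAECs and −0.75 in HPMVECs. With CD36 at its lower bound, the HAEC median was −1.92. The median of the mesenchymal markers was 1.27, 1.80 and 1.62. The level of CD34 (ENSG00000174059) fell from 87.0 ± 4.02 to 24.2 ± 0.499 CPM in HUVECs (log2 fold change −1.82, SE 0.04, adjusted p = 2.33e-30 from edgeR's quasi-likelihood test). CD34 fell from 381 ± 51.6 to 69.5 ± 4.19 CPM in HAECs (log2 fold change −2.46, SE 0.07, adjusted p = 1.26e-19) and from 689 ± 87.5 to 100.4 ± 4.71 CPM in HPMVECs (−2.77, SE 0.06, adjusted p = 3.96e-19). TAGLN (ENSG00000149591) rose from 59.6 ± 3.55 to 133 ± 1.94 CPM in HUVECs, a log2 fold change of 1.19 (SE 0.04, adjusted p = 1.24e-26). Its rise was larger in HAECs, from 25.5 ± 2.11 to 465 ± 41.3 CPM (4.19, SE 0.07, adjusted p = 7.44e-25), and in HPMVECs, from 20.7 ± 2.98 to 154.5 ± 9.26 CPM (2.91, SE 0.07, adjusted p = 6.10e-19). The smallest changes were those of TIE1 (ENSG00000066056) in HPMVECs (log2 fold change −0.17, SE 0.03, adjusted p = 0.000168) and ZEB2 (ENSG00000169554) in HUVECs (0.19, SE 0.05, adjusted p = 0.000957). PECAM1 (ENSG00000261371) in HUVECs had a log2 fold change of −0.27 (SE 0.02, adjusted p = 2.14e-14). CD36 (ENSG00000135218) was at the floor in cytokine-treated HUVECs, at least 50.7-fold lower than in controls, and in cytokine-treated HAECs, at least 2.75-fold lower.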

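Beside the 20 markers above, CDH2, SNAI2 and ACTA2 were raised and CLDN5 was lowered in cytokine-treated HUVECs. In HAECs, COL1A2, CDH2 and SNAI2 were raised and CDH5, ENG and KDR were lowered, and in HPMVECs COL1A2 was raised. CDH2 (ENSG00000170558) had a log2 fold change of 1.18 in HUVECs (SE 0.03, adjusted p = 1.78e-29). ACTA2 (ENSG00000107796) rose in HUVECs (0.66, SE 0.13, adjusted p = 2.46e-05) and fell in HAECs (−0.38, SE 0.09, adjusted p = 0.00116). COL1A2 (ENSG00000164692) fell in HUVECs (−0.88, SE 0.04, adjusted p = 1.52e-21), while it rose in HAECs (1.78, SE 0.07, adjusted p = 5.94e-17) and in HPMVECs (1.82, SE 0.16, adjusted p = 2.75e-09). In HAECs, CDH5 (ENSG00000179776) had a log2 fold change of −0.35 (SE 0.04, adjusted p = 7.61e-08). KDR (ENSG00000128052) had one of −0.12 (SE 0.04, adjusted p = 0.0215), which stayed past the threshold without HAEC control replicate 3 or HAEC cytokine replicate 2, and had adjusted p-values from 0.0640 to 0.0957 without each of the other 4 libraries.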

We also found several specific markers with significant changes in cytokine-treated HUVECs, HAECs, and HPMVECs (Fig. 1e–g). Further, a volcano plot revealed a remarkable number of genes with a significantly altered expression (Fig. 1e–g).

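Cytokines raised 4527 and lowered 4571 of the 16201 tested genes in HUVECs, 4817 and 4855 in HAECs, and 4246 and 4121 in HPMVECs. The median absolute log2 fold change of these genes was 0.42 in HUVECs, 0.60 in HAECs and 0.46 in HPMVECs. In HUVECs, 1153 genes rose and 871 fell by more than 2-fold, in HAECs 1586 and 1429, and in HPMVECs 1051 and 1197. The normalized counts of the treated and control libraries did not overlap for 94.3% of the changed genes in HUVECs, 96.8% in HAECs and 96.8% in HPMVECs. For an unselected gene without a change, chance gives 10% with 3 libraries against 3. The changed genes were called on these same libraries, which favours separation, so the shares are not independent evidence. The alternative that moved these counts most was fitting all 27 libraries together, which gave 3628 raised genes in HUVECs. Among genes with at least 100 counts in every library of the higher group and no overlap, TNC (ENSG00000041982) had the largest fitted rise in HUVECs (log2 fold change 9.53, SE 0.17, adjusted p = 1.54e-35) and in HAECs, from 0.102 ± 0.0404 to 459 ± 27.5 CPM (12.07, SE 0.11, adjusted p = 3.01e-29). In HPMVECs, the 3 largest fitted rises by this rule were of genes with 3 or fewer counts in every control library, for which only bounds, not a ranking, can be given: DCLK3 (ENSG00000163673) was at least 428-fold higher, GREM1 (ENSG00000166923) at least 407-fold and CCL3L3 (ENSG00000276085) at least 48.6-fold. In HUVECs, C15orf48 (ENSG00000166920) was at least 158-fold and STUM (ENSG00000203685) at least 77.7-fold higher, and in HAECs SERPINA9 (ENSG00000170054) at least 133-fold and MSC (ENSG00000178860) at least 146-fold. The largest fitted falls by the same rule were those of CYP26B1 (ENSG00000003137), at least 71.4-fold lower, INHBB (ENSG00000163083) (log2 fold change −8.14, SE 0.15) and AQP1 (ENSG00000240583) (−7.24, SE 0.10) in HUVECs. In HAECs, they were those of LYVE1 (ENSG00000133800), from 285 ± 15.4 to 2.96 ± 0.24 CPM (−6.59, SE 0.07, adjusted p = 5.59e-28), IGFBP1 (ENSG00000146678) (−6.41, SE 0.27) and TRBC2 (ENSG00000211772) (−6.31, SE 0.18), a gene with a close paralog. In HPMVECs, INHBB was at least 296-fold lower, OTOF (ENSG00000115155) had a log2 fold change of −6.63 (SE 0.32) and APLNR (ENSG00000134817) was at least 29.2-fold lower.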

### EndoMT promotes cell chemotaxis and related biological processes

To better understand the molecular features of EndoMT, we conducted gene set enrichment analysis (GSEA) on the above-mentioned differentially expressed genes (Fig. 1e–g). GSEA indicated significant enrichment of the “chemokine signaling pathway” and its related “chemokine receptors bind chemokines” categories. These appeared at the top of the ranked transcriptome data across all 3 types of endothelial cells (HUVECs, HAECs, and HPMVECs) (Fig. 2a).

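The paper's pathway collections were not analysed here. In their place, gene lists fixed by family name were tested with limma's camera test, with the correlation between genes preset at 0.01, and p-values were adjusted over 72 tests of lists. The 24 tested genes of the chemokine family rose in HUVECs (17 raised, 3 lowered, adjusted p = 7.95e-07), HAECs (18 raised, 4 lowered, adjusted p = 3.38e-07) and HPMVECs (20 raised, 2 lowered, adjusted p = 4.27e-09). Their median log2 fold change was 5.12 in HUVECs, 6.30 in HAECs and 5.95 in HPMVECs, or 4.32, 5.18 and 3.37 with the genes at the floor of one group set to their bound. In HUVECs, 2 genes at the floor of both groups were left out of the second median. The 7 chemokine receptor genes were not past the threshold (adjusted p = 0.134 in HUVECs, 0.0927 in HAECs and 0.943 in HPMVECs). The 20 integrin genes were not past it either (adjusted p = 0.134, 0.651 and 0.0625). The rise of the chemokine family held under limma's fry test in all 3 cell types, and not when the correlation between genes was estimated from the 6 libraries of each comparison (adjusted p from 0.0704 to 0.172).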

**Fig. 2.**
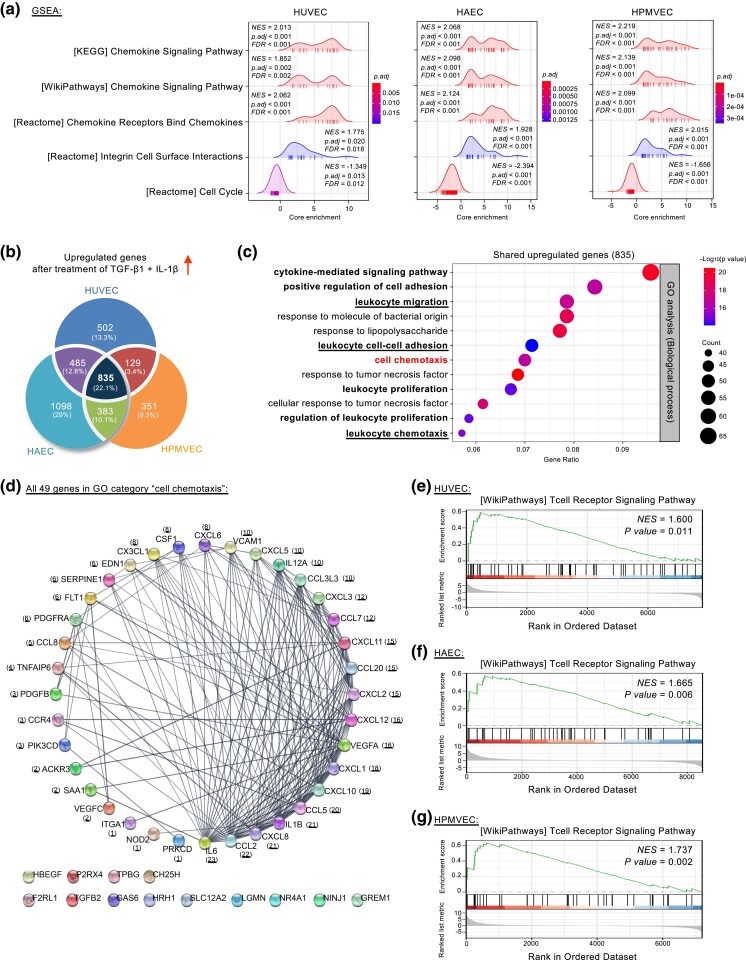
EndoMT modulates cell chemotaxis and related processes. a) Ridge plots of GSEA-defined cell cycle and chemotaxis-related pathways shared by cytokine-treated HUVECs, HAECs, and HPMVECs using differentially expressed genes from RNA-Seq data (adjusted *P-*value < 0.05). A significant positive NES (normalized enrichment score) value indicates the gene set at the top of the ranked transcriptome data and a negative NES indicates the opposite. b) Venn diagram showing overlapping and unique sets of upregulated genes in cytokine-treated endothelial cells (log_2_[Fold-Change] > 0.5 and adjusted *P-*value < 0.05). c) Bubble plot depicting top 12 enriched GO biological processes for the shared 835 upregulated genes in cytokine-treated endothelial cells. d) Cytoscape-based degree sorted circle plot showing STRING database-derived protein–protein interactions using all 49 genes of the GO category “cell chemotaxis” in Fig. 2c. The number in parenthesis indicates the number of protein–protein interactions. e–g) GSEA plots showing “T cell receptor signaling pathway” enrichment in cytokine-treated endothelial cells using differentially expressed genes from RNA-Seq data (adjusted *P-*value < 0.05).

We next asked how these endothelial cells resemble each other transcriptomically during EndoMT. To this end, we identified 835 upregulated genes shared across all 3 samples using adjusted *P*-value < 0.05 and Log_2_(fold-change) > 0.5 as a cutoff (Fig. 2b, Supplementary Tables 1–3). 

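At an adjusted p under 0.05 and a log2 fold change above 0.5, 2064 genes were raised in HUVECs, 2821 in HAECs and 1756 in HPMVECs, and 890 genes were in all 3 lists. Lists of these sizes drawn independently from the tested genes would share 39.0 genes, so the overlap was 22.8 times as large. A further 517 genes were raised in HUVECs and HAECs only, 373 in HAECs and HPMVECs only and 137 in HUVECs and HPMVECs only. Requiring at least 10 counts in every library of a fit moved the count of shared raised genes most, to 592.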

GO analysis of these shared upregulated genes identified the biological process “cell chemotaxis” and multiple related categories including (but not limited to) “cytokine-mediated signaling pathway,” “positive regulation of cell adhesion,” “leukocyte migration,” “leukocyte cell-cell adhesion,” “leukocyte proliferation,” and “leukocyte chemotaxis” (Fig. 2c).

Chemotaxis is the directed movement of cells in response to an extracellular chemoattractant gradient (Wu 2005; Roussos et al. 2011). The chemokines (chemotactic cytokines) are a large family of small, secreted chemoattractant proteins that can target circulating leukocytes (e.g. T-cells, monocytes, and neutrophils) to sites of inflammation or injury (Baggiolini 1998; Campbell and Butcher 2000; Charo and Ransohoff 2006; Raman et al. 2011). These immune responses depend on the trafficking of leukocytes into targeted tissues, which requires rolling, adhesion, and diapedesis through endothelial barriers (Salmi and Jalkanen 2005; Ley et al. 2007; Friedl and Weigelin 2008; Vestweber 2015; Alon et al. 2021). Since our GO analysis highlighted “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration,” we reasoned that EndoMT might enhance the transcription of key genes for potentiating leukocyte activation, attachment, and transendothelial migration. Supporting this notion, we found robust regulation of all 49 differentially expressed genes in the GO category “cell chemotaxis”, including 2 important chemokine receptor-encoding genes (C–C motif chemokine receptor 4 [*CCR4*] and atypical chemokine receptor 3 [*ACKR3*, also known as C-X-C chemokine receptor type 7, *CCR7*]) along with 16 genes encoding critical chemokines (Supplementary Fig. 2a). 

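The paper lists the 49 genes of the cell chemotaxis category in Supplementary Fig. 2a, and all 49 were raised past the threshold in the 3 cell types, also when adjusted over the list alone. The category was picked from genes raised in these libraries, so the second count is not independent evidence. Their median log2 fold change was 3.23 in HUVECs, 3.28 in HAECs and 2.81 in HPMVECs. With genes at the floor of one group at their bound, it was 2.75, 3.12 and 2.57. ACKR3 (ENSG00000144476) rose from 29.9 ± 2.53 to 75.9 ± 0.557 CPM in HUVECs (log2 fold change 1.38, SE 0.05, adjusted p = 1.34e-25). CCR4 (ENSG00000183813) was at least 18.1-fold higher in cytokine-treated than in control HUVECs, whose libraries held 3 or fewer counts of it. The paper reasons from its leukocyte categories that EndoMT might raise the transcription of genes behind the activation, attachment and passage of leukocytes through the endothelium, and cites the regulation of these 49 genes for it.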

Chemokines are classified into 4 families (CC, CXC, CX3C, and C) based on the position of conserved cysteine residues (Baggiolini 1998; Campbell and Butcher 2000; Charo and Ransohoff 2006; Raman et al. 2011). The GO-enriched chemokine-encoding genes included six encoding CC chemokines (*CCL2*, *CCL20*, *CCL3L1*, *CCL5*, *CCL7*, and *CCL8*), 1 encoding CXC chemokine (*CX3CL1*) and nine encoding CX3C chemokines (*CXCL1*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL6*, *CXCL8*, *CXCL10*, *CXCL11*, and *CXCL12*) (Supplementary Fig. 2a). 

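Each of the 16 chemokine genes was raised in every cell type, with a median log2 fold change of 6.81 in HUVECs, 6.68 in HAECs and 6.39 in HPMVECs. With the genes at the floor of one group at their bound, the medians were 5.95, 6.30 and 5.88. CXCL8 (ENSG00000169429) rose from 7.12 ± 0.811 to 849 ± 5.87 CPM in HUVECs (log2 fold change 6.92, SE 0.04, adjusted p = 4.99e-51). It rose from 45.7 ± 2.33 to 5238 ± 193 CPM in HAECs (6.84, SE 0.06, adjusted p = 1.09e-29) and from 34.2 ± 10.3 to 2415 ± 114 CPM in HPMVECs (6.16, SE 0.12, adjusted p = 2.44e-20). CX3CL1 (ENSG00000006210) had log2 fold changes of 5.54 (SE 0.09, adjusted p = 4.34e-37), 6.15 (SE 0.07, adjusted p = 9.74e-28) and 4.41 (SE 0.06, adjusted p = 1.83e-23) in HUVECs, HAECs and HPMVECs. CCL2 (ENSG00000108691) had a log2 fold change of 3.09 in HAECs (SE 0.07, adjusted p = 1.16e-21). The smallest fitted rise was that of CXCL11 (ENSG00000169248) in HPMVECs (1.55, SE 0.16, adjusted p = 3.43e-08). CCL20 (ENSG00000115009), CXCL10 (ENSG00000169245) and CCL5 (ENSG00000271503) were at least 83.4-fold, 81.5-fold and 28.9-fold higher in HUVECs, where controls were at the floor, and CCL8 (ENSG00000108700) at least 170.4-fold in HAECs and 315-fold in HPMVECs. CCL3L1 was read as the gene now named CCL3L3, whose reads the counting could have split with its paralog CCL3 (ENSG00000277632). CCL3L3 was at least 29.9-fold higher in HAECs and at least 2.25-fold higher in HUVECs.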

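Of 3 adhesion genes, VCAM1 (ENSG00000162692) rose most in HUVECs (log2 fold change 6.08, SE 0.08, adjusted p = 3.61e-40), ITGA1 (ENSG00000213949) rose by a log2 fold change of 1.54 in HPMVECs (SE 0.05, adjusted p = 4.30e-17), and TPBG (ENSG00000146242) had the smallest rise, in HAECs (0.58, SE 0.08, adjusted p = 5.25e-07). All 11 cytokine, growth factor and receptor genes that the paper names (CSF1, EDN1, HBEGF, IL1B, IL6, IL12A, PDGFB, PDGFRA, TGFB2, VEGFA and VEGFC) were raised in the 3 cell types. Their median log2 fold change was 2.31 in HUVECs, 2.40 in HAECs and 1.78 in HPMVECs. IL1B (ENSG00000125538) rose from 0.866 ± 0.323 to 1041 ± 71.1 CPM in HAECs (10.21, SE 0.10, adjusted p = 7.19e-29). IL6 (ENSG00000136244) had a log2 fold change of 7.69 in HPMVECs (SE 0.09, adjusted p = 1.77e-24), and VEGFC (ENSG00000150630) one of 0.56 in HUVECs (SE 0.05, adjusted p = 7.39e-12).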

EndoMT also stimulated genes typical of cell adhesion (*ITGA1*, *VCAM1*, and *TPBG*) and cytokines, growth factors, and their receptors (*CSF1*, *EDN1*, *HBEGF*, *IL1B*, *IL6*, *IL12A*, *PDGFB*, *PDGFRA*, *TGFB2*, *VEGFA*, and *VEGFC*) (Supplementary Fig. 2a).

To uncover the potential protein–protein association network architecture, we then searched the 49 genes in the GO category “cell chemotaxis” in the STRING database using a high-confidence interaction threshold score of 0.7 for connecting nodes (Szklarczyk et al. 2023). Subsequently, the network was viewed in Cytoscape and set to a degree-sorted circle layout (Shannon et al. 2003). Notably, this analysis identified 36 highly connected “hub” genes, most of which encode crucial regulators of leukocyte adhesion, migration, and chemotaxis (Fig. 2d). The proteins from hub nodes with the most protein–protein interactions were secreted, indicating that EndoMT could affect function through a secretome expression profile. Additionally, our GO results, combined with the GSEA analysis, showed that EndoMT could play a role in “leukocyte proliferation” and “regulation of leukocyte proliferation,” probably through the T-cell receptor signaling pathway (Fig. 2c and e–g). In contrast to the shared upregulated genes across endothelial cells (HUVECs, HAECs, and HPMVECs) undergoing EndoMT, shared downregulated genes were in the “regulation of mitotic cell cycle” and related biological processes (Supplementary Fig. 2b and c, Table 1–3). 

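At a log2 fold change below −0.5, 1821 genes were lowered in HUVECs, 2844 in HAECs and 2170 in HPMVECs, and 780 were in all 3 lists, where 42.8 would be shared by independent lists. The cell cycle was tested with the S phase and G2/M phase gene lists of the Seurat package. The 54 tested G2/M phase genes fell in HUVECs (median log2 fold change −0.73, 52 lowered, adjusted p = 3.18e-16 from camera), HAECs (−2.35, 53 lowered, adjusted p = 3.42e-18) and HPMVECs (−1.01, 46 lowered, adjusted p = 1.29e-14). The 43 S phase genes fell as well, with medians of −0.35 in HUVECs (37 lowered, adjusted p = 5.68e-08), −1.38 in HAECs (40 lowered, adjusted p = 1.57e-12) and −0.50 in HPMVECs (33 lowered, adjusted p = 3.44e-08). Both falls held under fry, and neither held with the correlation between genes estimated (adjusted p = 0.111 in HAECs for each list).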

The inhibition of cell cycle progression aligns with the burgeoning role of cell cycle arrest in regulating EMT, a similar phenomenon of EndoMT (Kovacic et al. 2012; Chei et al. 2019; Lyu et al. 2022). Together, these results demonstrated that EndoMT of tissue- and vascular-bed-specific endothelial cells share a transcriptional program associated with cell chemotaxis. More importantly, our data suggest that EndoMT could act as a checkpoint for leukocyte chemotaxis, extravasation, and entry into extravascular tissues during immune responses.

### Transcriptional profiling of vascular-bed-specific EndoMT reveals vascular heterogeneity

To visualize the significantly upregulated or downregulated genes following induction of EndoMT in the different endothelial subtypes, we first performed differential expression analysis and used log2-transformed fold-change values to rank the genes (Fig. 3a). To characterize the transcriptional heterogeneity of EndoMT, we focused on the unique gene expression profiles comprising 936 transcripts in HUVECs (502 upregulated and 434 downregulated), 2,323 transcripts in HAECs (1,098 upregulated and 1,225 downregulated) and 1,125 transcripts in HPMVECs (351 upregulated and 774 downregulated) (Fig. 2b, Supplementary Fig. 2b). Among these unique genes with high expression levels (more than 1,000 FPKM [fragments per kilobase of transcript per million mapped reads] on average), we identified the ten most strongly upregulated or downregulated in HUVEC-specific genes relative to HAECs and HPMVECs (Fig. 3a and b). 

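By the same thresholds, 520 genes were raised and 449 lowered in HUVECs alone (969 in all), 1041 and 1268 in HAECs alone (2309), and 356 and 826 in HPMVECs alone (1182). Testing the fold cutoff itself with edgeR's glmTreat moved these counts most, to 337 raised genes in HUVECs and 236 raised and 492 lowered genes in HPMVECs. A gene past the thresholds in one cell type alone can still change in the others: 49.1% of the raised and 58.5% of the lowered HAEC genes were changed in the same direction in another cell type at an adjusted p under 0.05. The share was 27.9% and 28.5% for HUVEC genes and 41% and 16.8% for HPMVEC genes. The difference itself was tested with the interaction of cell type and treatment in one edgeR fit of the 18 libraries. The response of 8997 of the 16201 genes (55.5%) differed between the cell types. Of the unique genes, the interaction was past the threshold for 341 raised (65.6%) and 250 lowered (55.7%) HUVEC genes, 800 (76.8%) and 1000 (78.9%) HAEC genes, and 268 (75.3%) and 575 (69.6%) HPMVEC genes. The response differed from that of both other cell types for 182 and 177 HUVEC genes, 604 and 791 HAEC genes, and 204 and 393 HPMVEC genes.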

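The paper names 60 signature genes, 10 raised and 10 lowered for each cell type. Their mean raw count in the 6 libraries of their own cell type lay between 1040 and 19814 in HUVECs, 1007 and 12097 in HAECs, and 986 and 14544 in HPMVECs. On the FPKM scale, computed from these counts and the lengths of GENCODE 29 genes, 22 genes of the whole table had a mean above 1000 over the 27 libraries.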

The upregulated gene set contains *TM6SF1*, *FABP4*, *SOCS3*, *ROBO1*, *CHST1*, *ZNF117*, *ERV3-1*, *SAMD14*, *TSPAN13*, and *INSIG2*. In contrast, the downregulated set includes *COBLL1*, *STEAP1*, *MMP1*, *OAZ2*, *CDKN1B*, *CPT1A*, *TSPAN18*, *POSTN*, *AXL*, and *RNASE1* (Fig. 3b). 

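All 10 raised genes were past the threshold in HUVECs, with log2 fold changes from 1.13 for SOCS3 (ENSG00000184557) to 2.00 for CHST1 (ENSG00000175264). CHST1 rose from 29.4 ± 0.690 to 115 ± 1.63 CPM (SE 0.04, adjusted p = 1.07e-33). FABP4 (ENSG00000170323) (log2 fold change 1.27, SE 0.03, adjusted p = 5.05e-29) and INSIG2 (ENSG00000125629) (1.15, SE 0.06, adjusted p = 7.57e-19) rose too. ROBO1 (ENSG00000169855) rose in HUVECs (1.14, SE 0.05, adjusted p = 8.19e-22) and in HAECs (0.43). In HPMVECs, where controls were at the floor, ROBO1 was at least 1.44-fold higher (adjusted p = 0.0701), so it was unique to HUVECs by the thresholds, while its response was not shown to differ from both other cell types. ZNF117 (ENSG00000152926) and ERV3-1 (ENSG00000213462) overlap in the annotation, so their reads could have been split between them. All 10 lowered genes were past the threshold, from COBLL1 (ENSG00000082438) (−0.96, SE 0.05) to POSTN (ENSG00000133110) (−2.46, SE 0.06, adjusted p = 1.80e-29). MMP1 (ENSG00000196611) fell in HUVECs (−2.12, SE 0.03, adjusted p = 1.04e-39) and rose in HAECs (1.03, SE 0.10, adjusted p = 5.27e-09). The interaction of cell type and treatment was past the threshold for all 20 genes. The study picked them as changed in HUVECs alone in the same libraries, so this is not independent evidence.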

Using these gene identifiers, we revealed 4 groups of protein–protein interactions from the STRING database (Supplementary Fig. 3a). For instance, the network containing fatty acid binding protein 4 (FABP4)-insulin-induced gene 2 (INSIG2)-carnitine palmitoyltransferase 1A (CPT1A) group relates to lipid uptake, transport, and metabolism, while the transcription of *ERV3-1/ZNF117* is linked to obesity and type 2 diabetes (Glastonbury et al. 2016). The class of suppressor of cytokine signaling 3 (SOCS3)-matrix metallopeptidase 1 (MMP1)-periostin (POSTN)-AXL receptor tyrosine kinase (AXL) proteins regulate kinase activity or cell adhesion (Szklarczyk et al. 2023). The tetraspanin family of cell-surface membrane proteins TSPAN13 and TSPAN18 have roles in cell adhesion and migration (Zhou et al. 2023).

**Fig. 3.**
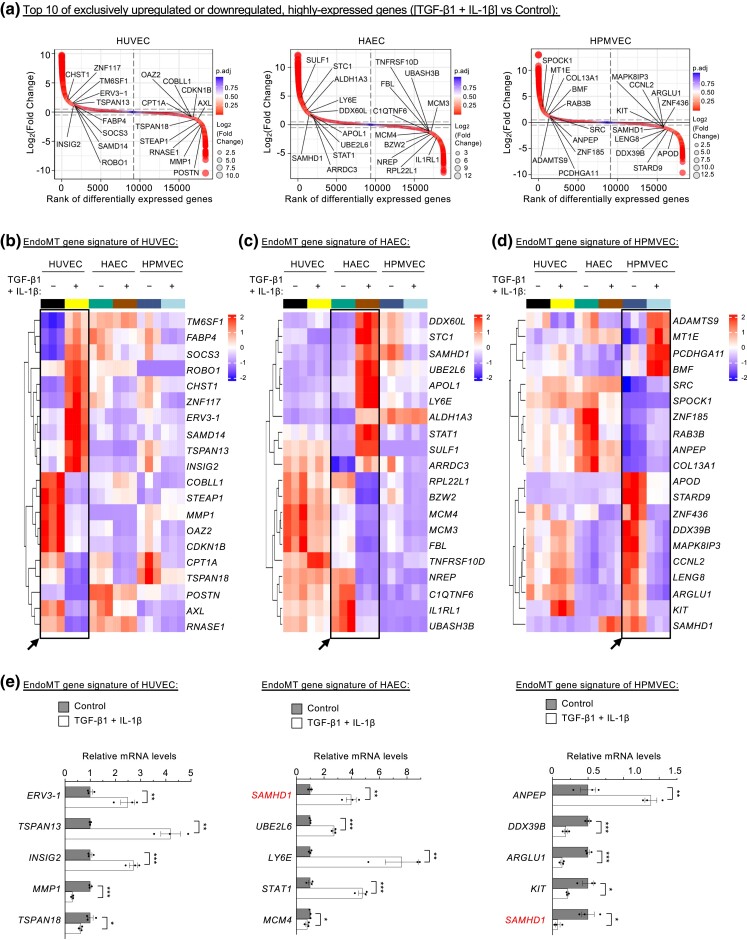
Vascular-bed-specific EndoMT shows unique signature expression profiles. a) Fold-change-based ranking of all genes differentially expressed in endothelial cells treated or not treated with cytokines (n = 3 biological replicates). b–d) Hierarchically clustered heatmaps of the expression of the 10 most strongly upregulated or downregulated, highly expressed signature genes in HUVECs (b), HAECs (c), and HPMVECs (d). e) Real-time qPCR analysis of signature gene expression in endothelial cells (n = 3 biological replicates). *P < 0.05; **P < 0.01; ***P < 0.001.

In addition to HUVECs, we identified genes that could represent EndoMT heterogeneity and signature specifically in HAECs (ten upregulated [*DDX60L*, *STC1*, *SAMHD1*, *UBE2L6*, *APOL1*, *LY6E*, *ALDH1A3*, *STAT1*, *SULF1*, and *ARRDC3*] and ten downregulated [*RPL22L1*, *BZW2*, *MCM4*, *MCM3*, *FBL*, *TNFRSF10D*, *NREP*, *C1QTNF6*, *IL1RL1*, and *UBASH3B*]) (Fig. 3a and c). 

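The 10 raised genes had log2 fold changes in HAECs from 1.49 for ARRDC3 (ENSG00000113369) (SE 0.06) to 4.50 for SULF1 (ENSG00000137573) (SE 0.06, adjusted p = 3.56e-26). STC1 (ENSG00000159167) rose in HAECs (3.20, SE 0.09, adjusted p = 1.75e-19) and fell in HUVECs (−3.55, SE 0.15, adjusted p = 3.37e-22). The 10 lowered genes had log2 fold changes from −1.30 for C1QTNF6 (ENSG00000133466) (SE 0.07) to −2.03 for IL1RL1 (ENSG00000115602) (SE 0.08). Each of the 20 genes had a response that differed from that of HUVECs and from that of HPMVECs in the pairwise interaction tests. The study picked these genes as changed in HAECs alone in the same libraries, so these tests are not independent evidence.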

We also identified the unique gene signature for HPMVECs which contained 10 upregulated (*ADAMTS9*, *MT1E*, *PCDHGA11*, *BMF*, *SRC*, *SPOCK1*, *ZNF185*, *RAB3B*, *ANPEP*, and *COL13A1*) and 10 downregulated (*APOD*, *STARD9*, *ZNF436*, *DDX39B*, *MAPK8IP3*, *CCNL2*, *LENG8*, *ARGLU1*, *KIT*, and *SAMHD1*) (Fig. 3a and d). 

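In HPMVECs the 10 raised genes had log2 fold changes from 1.18 for ZNF185 (ENSG00000147394) (SE 0.08) to 2.73 for SPOCK1 (ENSG00000152377) (SE 0.12, adjusted p = 2.07e-14). MT1E (ENSG00000169715) and PCDHGA11 (ENSG00000253873) belong to gene families whose members the counting could have confused. SRC (ENSG00000197122) had a log2 fold change of 1.30 (SE 0.11, adjusted p = 1.49e-09). The 10 lowered genes ran from ZNF436 (ENSG00000125945) (−0.99, SE 0.07, adjusted p = 2.79e-11) to APOD (ENSG00000189058) (−1.55, SE 0.06, adjusted p = 3.60e-15). ZNF436 was also lowered at the cutoff of −0.5 in HUVECs and HAECs (−0.50 in both), and leaving out 1 library moved it across the cutoff in both (−0.52 to −0.48 in HUVECs and −0.55 to −0.45 in HAECs). APOD rose in HUVECs (2.71) and KIT (ENSG00000157404), lowered in HPMVECs (−1.04, SE 0.08), rose in HUVECs (1.76).

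**Figure D1:**
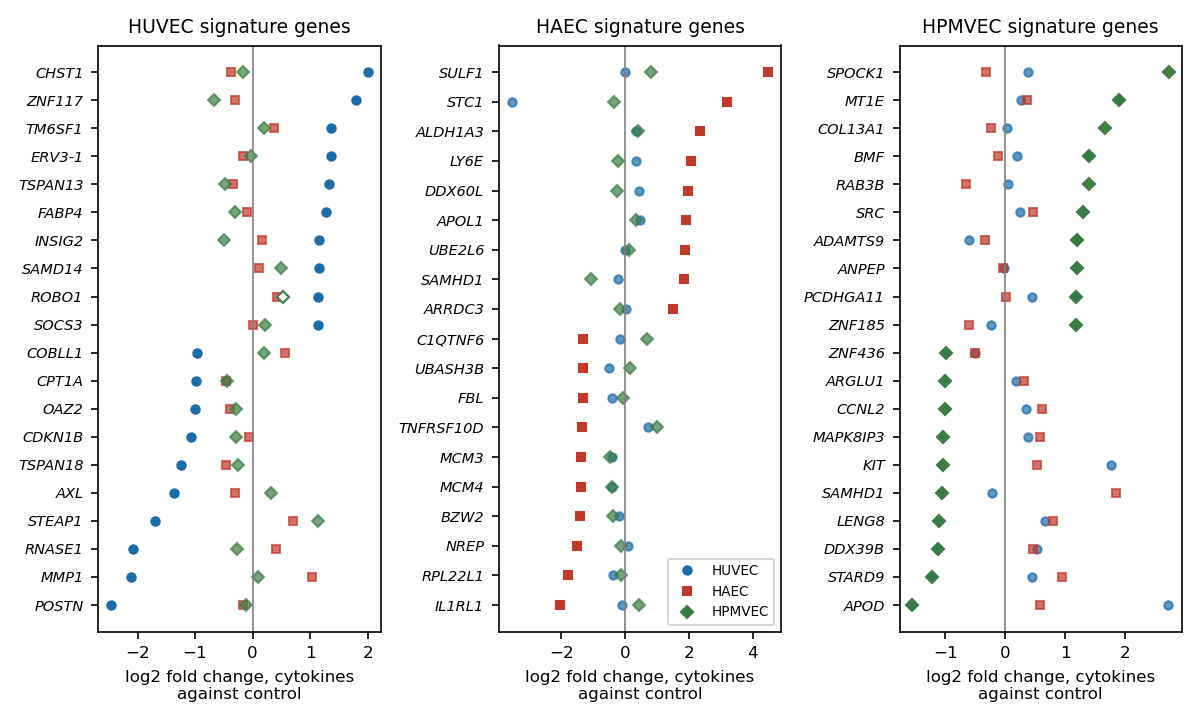
Log2 fold change (cytokine-treated over control, n = 3 libraries each, edgeR) of signature genes in HUVECs, HAECs and HPMVECs, grouped by the cell type the paper assigns them to and by its direction. The open diamond is a lower bound for ROBO1 in HPMVECs. Each gene shown moves in the stated direction in its own cell type.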

When these genes were analyzed using the STRING database-derived networks, there were 2 clusters of protein–protein interactions for HAECs and HPMVECs (Supplementary Fig. 3b and c). It is important to note that signal transducer and activator of transcription (STAT) proteins are among the best-known latent cytoplasmic signal-dependent transcription-factor pathways in immune responses (Shuai and Liu 2003). The “STAT1-centric” module in HACEs includes STAT1, UBE2L6, LY6E, and SAMHD1 (Supplementary Fig. 3b). 

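UBE2L6 (ENSG00000156587) (log2 fold change 1.90, SE 0.05, adjusted p = 1.25e-19) and LY6E (ENSG00000160932) (2.08, SE 0.06, adjusted p = 3.14e-20) rose in HAECs. As a wider measure, 16 interferon-stimulated genes outside this module were tested as a list. They rose in HAECs (median log2 fold change 3.34, 16 raised, adjusted p = 4.03e-10 from camera) and in HUVECs (2.37, 15 raised, adjusted p = 1.50e-07). They fell in HPMVECs (−0.33, 12 lowered, adjusted p = 0.0266). Under fry, the adjusted p of the fall was 0.0778, and without HPMVEC control replicate 1 or 3 or HPMVEC cytokine replicate 1 or 3 it lay between 0.0516 and 0.0927.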

In the second cluster of HAECs, minichromosome maintenance complex components 3 and 4 (MCM3 and MCM4) are part of the MCM2-7 complex needed for chromatin replication, epigenome integrity, and cell cycle (Alabert and Groth 2012).

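MCM3 (ENSG00000112118) and MCM4 (ENSG00000104738) fell in HAECs by similar amounts, with log2 fold changes of −1.36 (SE 0.06, adjusted p = 1.91e-16) and −1.38 (SE 0.07, adjusted p = 4.70e-15). In HUVECs both had −0.39, and in HPMVECs −0.48 and −0.42. The interaction of cell type and treatment had an adjusted p of 7.84e-14 for MCM3 and 1.95e-12 for MCM4.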

Further, we found that 2 signature genes in HPMVECs’ EndoMT representing splicing factors: DExD-box helicase 39B (*DDX39B*) and arginine and glutamate rich 1 (*ARGLU1*) (Parra et al. 2020). 

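DDX39B (ENSG00000198563) fell in HPMVECs from 41.3 ± 11.1 to 18.9 ± 4.81 CPM (log2 fold change −1.12, SE 0.15, adjusted p = 1.45e-06), and it had log2 fold changes of 0.52 in HUVECs and 0.46 in HAECs. ARGLU1 (ENSG00000134884) fell from 59.97 ± 10.6 to 29.6 ± 3.50 CPM (−1.01, SE 0.09, adjusted p = 6.41e-09), with 0.17 in HUVECs and 0.31 in HAECs. A list of 10 transcripts that retain introns or stay in the nucleus, such as MALAT1, NEAT1 and CLK1, fell in HPMVECs (median log2 fold change −0.53, 8 lowered, adjusted p = 0.0235 from camera). It was not past the threshold in HUVECs (0.20, adjusted p = 0.0578) or HAECs (0.28, adjusted p = 0.264). The difference between HPMVECs and HUVECs had an adjusted p of 0.000257. Without HPMVEC cytokine replicate 3, the adjusted p in HPMVECs was 0.0539, and without HUVEC control replicate 1, the rise in HUVECs was past the threshold (adjusted p = 0.0113).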

Since SRC proto-oncogene, nonreceptor tyrosine kinase (SRC) modulates actin cytoskeleton, and cell adhesion (Frame et al. 2002), the “SRC-centric” module composed of SRC, KIT, MAPK8IP3, CCNL2, ANPEP, and SAMHD1 could control EndoMT-mediated leukocyte adhesion and migration (Supplementary Fig. 3c). Sterile Alpha Motif (SAM) and Histidine-Aspartic Domain (HD) domain-containing deoxynucleoside triphosphate triphosphohydrolase 1 (SAMHD1) is a triphosphohydrolase enzyme controlling the intracellular level of deoxyribonucleoside triphosphates (dNTPs) (Ballana and Este 2015). 

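SAMHD1 (ENSG00000101347) rose from 59.2 ± 3.31 to 212 ± 11.8 CPM in HAECs (log2 fold change 1.84, SE 0.05, adjusted p = 7.74e-20) and fell from 149.9 ± 8.35 to 71.3 ± 8.07 CPM in HPMVECs (−1.06, SE 0.06, adjusted p = 1.28e-12). In HUVECs it fell from 55.2 ± 2.33 to 46.5 ± 1.35 CPM (−0.21, SE 0.04, adjusted p = 6.81e-05), and the fit of all 27 libraries left this fall above the threshold (adjusted p = 0.0894). The 3 responses of SAMHD1 differed (adjusted p of the interaction = 4.46e-23 from edgeR).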

Interestingly, SAMHD1 was an upregulated signature gene of EndoMT in HAECs but acted as a downregulated EndoMT signature for HPMVECs (Fig. 3c and d, Supplementary Fig. 3b and c). We also found that chromosome 7 for HUVECs and chromosome 8 for HAECs appeared to be more active when they had more loci-based signature genes (Supplementary Fig. 3d–f). 

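Chromosomes were taken from GENCODE 29, since the paper's text does not name the annotation. Of the 20 HUVEC signature genes, 4 lie on chromosome 7, where 0.921 would be expected from the 4.61% share of that chromosome among genes with a mean normalized count above 1000 (two-sided Fisher's exact test, p = 0.0119, adjusted p = 0.411 over 69 tests). Chromosome 11 held 4 of the 20 as well, where 1.24 would be expected (Fisher's exact test, p = 0.0322, adjusted p = 0.556). Of the 20 HAEC genes, 5 lie on chromosome 8, where 0.668 would be expected from its 3.34% share (Fisher's exact test, p = 0.000407, adjusted p = 0.0281). Among all unique genes, chromosome 7 held 52 of 969 in HUVECs (5.37%, against 5.05% of the tested genes), and chromosome 8 held 81 of 2309 in HAECs (3.51%, against 3.51%).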

The potentially divergent regulatory role of SAMHD1 in the EndoMT of HAECs and HPMVECs warrants further investigation (Fig. 3e). Moreover, using the complete list of differentially expressed genes in HUVECs only, or HPMVECs only (Fig. 2b and Supplementary 2b), we identified very few experimentally validated protein–protein associations specific for EndoMT in different endothelial cell types (Supplementary Fig. 4a–c). In comparison with HUVECs or HPMVECs, HAECs have much more experimentally validated protein–protein interactions for EndoMT signature (Fig. 2b, Supplementary 2b, 4d and e), which merit future studies. Overall, our analysis revealed the vascular cell-type difference of EndoMT and identified a panel of unique EndoMT signature genes for distinct tissue- and vascular-bed-specific HUVECs, HAECs, and HPMVECs.

### Acetate modulates transcriptional programming of endothelial cells undergoing EndoMT

Mounting evidence suggests that dysregulated metabolism is a hallmark of endothelial cell abnormalities (Xiong 2018b; Li et al. 2019). Our recent work demonstrates that the short-chain fatty acid acetate inhibits EndoMT phenotypes by regulating the TGF-β/SMAD2 signaling pathway (Xiong et al. 2018). Consistent with these findings, cytokine addition increased phosphorylation of the TGF-β downstream effector SMAD2, while acetate treatment substantially inhibited cytokine-stimulated SMAD2 activation in all 3 tissue- and vascular-bed-specific endothelial cells that are under evaluation in the current study (Fig. 4a). We also evaluated the effects of acetate on the transcriptome responses to these cells following cytokine treatment (Fig. 4b). 

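Another group of each cell type received the cytokines with 40 mM sodium acetate for the same 4 days, in 3 libraries per cell type, 9 in all. Its libraries were made, read, counted and deposited like the others. Their total counts ranged from 34708233 to 47918793, with medians of 40340930 in HUVECs, 39873205 in HAECs and 38534876 in HPMVECs. Each comparison set the 3 libraries with cytokines and acetate against the 3 with cytokines alone, with the test and the genes used for the cytokine response. The same 3 cytokine libraries thus enter both comparisons. Acetate raised 4790 and lowered 4964 genes in HUVECs, 4296 and 4062 in HAECs, and 3882 and 4167 in HPMVECs. The normalized counts of the groups did not overlap for 95.6%, 96.6% and 96.0% of these genes, which were called on the same libraries. Their median absolute log2 fold change was 0.50, 0.55 and 0.49. Leaving out a replicate moved these counts most, with 3260 to 4301 raised genes in HPMVECs. By the rule used for the cytokine response, the 3 largest fitted rises in HUVECs were those of SUCNR1 (ENSG00000198829), at least 66.8-fold, TNNT1 (ENSG00000105048) (log2 fold change 7.47, SE 0.21) and QPRT (ENSG00000103485), at least 57.4-fold. They were those of EEF1A2 (ENSG00000101210) (7.30, SE 0.21), ENAM (ENSG00000132464), at least 40.03-fold, and NOTCH3 (ENSG00000074181) (6.54, SE 0.21) in HAECs, and of EEF1A2 (7.02, SE 0.14), NOTCH3 (6.96, SE 0.14) and TNNT1 (6.91, SE 0.24) in HPMVECs. EEF1A2 rose in HUVECs too (6.27, SE 0.11). The 3 largest fitted falls were those of TNC, CSPG5 (ENSG00000114646) and GXYLT2 (ENSG00000172986) in HUVECs, at least 417-fold, 65.1-fold and 41.7-fold. In HAECs they were those of TNC (−11.08, SE 0.12, adjusted p = 2.47e-16), CCL3, at least 47.1-fold, and MSC-AS1 (ENSG00000235531), at least 44.3-fold, and in HPMVECs those of ADAMTS14 (ENSG00000138316), COL22A1 (ENSG00000169436) and CALB2 (ENSG00000172137), at least 51.9-fold, 160-fold and 114-fold. The bounds do not rank the genes.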

Using adjusted *P*-value (< 0.05) selection, we identified differentially expressed genes between cells treated with cytokines only vs with acetate plus cytokines (Fig. 4c and d). Interestingly, our analyses showed that acetate treatment reversed the transcriptional expression of an appreciable fraction (40–50%) of the significantly altered genes in endothelial cells undergoing EndoMT in response to cytokine treatment (Fig. 4c and d). In particular, acetate blunted the induction of 2404 genes that were upregulated in cytokine-treated HAECs, accounting for ∼52% (calculated from the equation 2404/[2212 + 2404] or 38.6%/[35.5%+38.6%]) of all the upregulated genes in cytokine-treated HAECs (Fig. 4c). By contrast, acetate supplementation resulted in an increase in expression of 1884 genes that were downregulated by cytokine treatment in HAECs, accounting for ∼42% of all the downregulated genes in cytokine-treated HAECs (Fig. 4d). In this context, it is particularly intriguing that acetate inhibited the expression of many EndoMT markers, corroborating that acetate functions as a potent regulator of EndoMT across distinct vascular beds (Fig. 4e).

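Of the genes raised by cytokines, acetate lowered 2008 of 4527 in HUVECs (44.4%) and 1950 of 4246 in HPMVECs (45.9%), and of the genes lowered by cytokines it raised 1881 of 4571 (41.2%) and 1579 of 4121 (38.3%). Both directions together came to 3889 genes in HUVECs (42.7%), 4603 in HAECs (47.6%) and 3529 in HPMVECs (42.2%). Acetate also moved genes further in the cytokine direction, 27.4% of the raised genes in HUVECs, 15.2% in HAECs and 20.9% in HPMVECs. For the genes lowered by cytokines, these shares were 30.4%, 14.4% and 16.8%. For comparison, acetate lowered 30.6%, 25.1% and 25.7% of all tested genes and raised 29.6%, 26.5% and 24.0%. Among genes that cytokines did not change, it lowered 22.1%, 14.0% and 19.4% and raised 23.5%, 21.6% and 18.1%. The cytokine libraries enter both comparisons. In 20 simulations per cell type of acetate groups without any effect, at most 1 gene was reversed in each direction. Sharing these libraries therefore does not give the counts by itself. How far it adds to them beside a real acetate effect was not tested. The correlation of the cytokine and acetate log2 fold changes across genes, which are not independent replicates, was −0.354 in HUVECs, −0.502 in HAECs and −0.485 in HPMVECs, against means of −0.157, −0.141 and −0.166 in 20 simulations per cell type of acetate groups without any effect. Asking for an absolute log2 fold change above 0.5 in both comparisons moved the counts most, to 689 raised and then lowered genes in HUVECs.

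**Figure D2:**
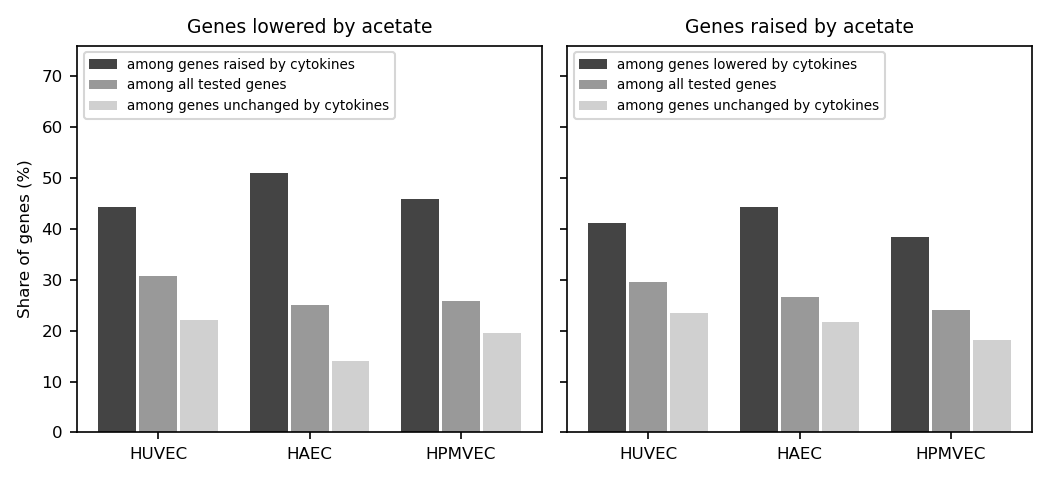
Percent of genes (vertical axis) that acetate lowered or raised in each cell type, among the genes that cytokines had changed in the opposite direction, among all tested genes, and among genes that cytokines had not changed. The bars are counts of genes at an adjusted p under 0.05. In each cell type the bar for reversed genes, between 38.3% and 50.9%, is the highest of its group.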

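Among the 4817 genes raised by cytokines in HAECs, acetate lowered 2451 (50.9%). Compared with control HAECs, 888 of these genes (36.2%) were still higher with cytokines and acetate, 1066 did not differ and 497 were lower. The median share of the cytokine rise undone by acetate, as a ratio of log2 fold changes, was 81.1% for these genes. They were selected for their reversal, and the same cytokine libraries enter both fold changes. The share therefore does not describe all genes raised by cytokines.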

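Among the 4855 genes lowered by cytokines in HAECs, acetate raised 2152 (44.3%). Compared with controls, 825 of these genes (38.3%) were still lower with cytokines and acetate, 915 did not differ and 412 were higher. The median share of the cytokine fall undone, by the same ratio and on genes selected in the same way, was 89.1%.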

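Of the 10 endothelial markers, acetate raised 8 in HUVECs, 7 in HAECs and 8 in HPMVECs and lowered 2, 2 and 1, and 5 were raised in all 3. Of the 10 mesenchymal markers, it lowered 6, 6 and 7 and raised 2, 3 and 2. In all 3 cell types, 4 were lowered and 1 was raised. The median log2 fold change after acetate was 0.74, 0.60 and 0.53 for the endothelial and −0.25, −0.90 and −1.0 for the mesenchymal markers. With CD36 at its bound, the first HAEC median was 0.38. VWF (ENSG00000110799) rose in HAECs from 678 ± 20.6 to 2476 ± 139 CPM (1.89, SE 0.05, adjusted p = 7.55e-13), after a fall from 3612 ± 619 CPM in controls. TAGLN fell in HUVECs to 25.4 ± 1.38 CPM (−2.42, SE 0.05, adjusted p = 7.75e-19), in HAECs to 5.62 ± 0.194 CPM (−6.35, SE 0.08, adjusted p = 1.49e-15) and in HPMVECs to 2.42 ± 0.395 CPM (−6.01, SE 0.09, adjusted p = 6.17e-18). Changes in the other direction included PECAM1 in HAECs (−0.36, SE 0.04, adjusted p = 2.26e-06), SLCO2A1 (ENSG00000174640) in HUVECs (−3.80, SE 0.29, adjusted p = 8.75e-10) and SNAI1 (ENSG00000124216) in HPMVECs (0.41, SE 0.09, adjusted p = 0.00110). COL1A2 rose in HUVECs (2.28, SE 0.04, adjusted p = 2.10e-19) and fell in HAECs (−3.50, SE 0.07, adjusted p = 4.35e-14) and HPMVECs (−4.16, SE 0.24, adjusted p = 2.24e-10). By its caption, Fig. 4e shows markers that acetate modulated negatively in these libraries, so counts on them are not independent evidence. Of the markers it shows for each cell type, acetate raised 8 of 8 endothelial and lowered 7 of 7 mesenchymal in HUVECs. The counts were 10 of 10 and 9 of 9 in HAECs, and 8 of 8 and 8 of 9 in HPMVECs. The last count was 9 when adjusted over the list alone. The paper cites the inhibition of these markers, among other data, for its view that acetate regulates EndoMT across vascular beds. It also reports that acetate inhibited the cytokine-stimulated phosphorylation of SMAD2 in all 3 cell types, which was not examined here.

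**Figure D3:**
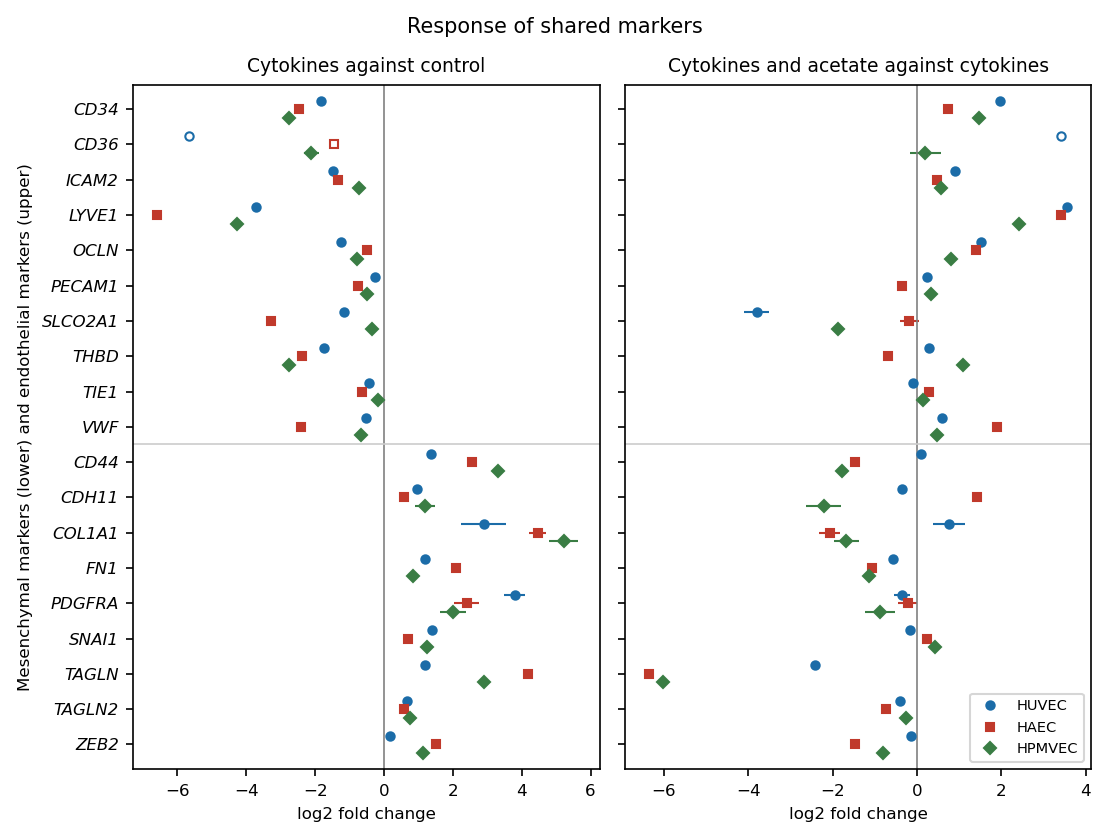
Log2 fold change with its SE (n = 3 libraries per group, edgeR) of shared markers, for cytokine-treated over control cells and for cytokines with acetate over cytokines alone, in HUVECs, HAECs and HPMVECs. Open symbols are lower bounds for genes at 3 or fewer counts in one group. All endothelial markers shown lie below 0 and all mesenchymal markers shown above 0 for cytokines, while both sets fall on both sides of 0 for acetate.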

**Fig. 4.**
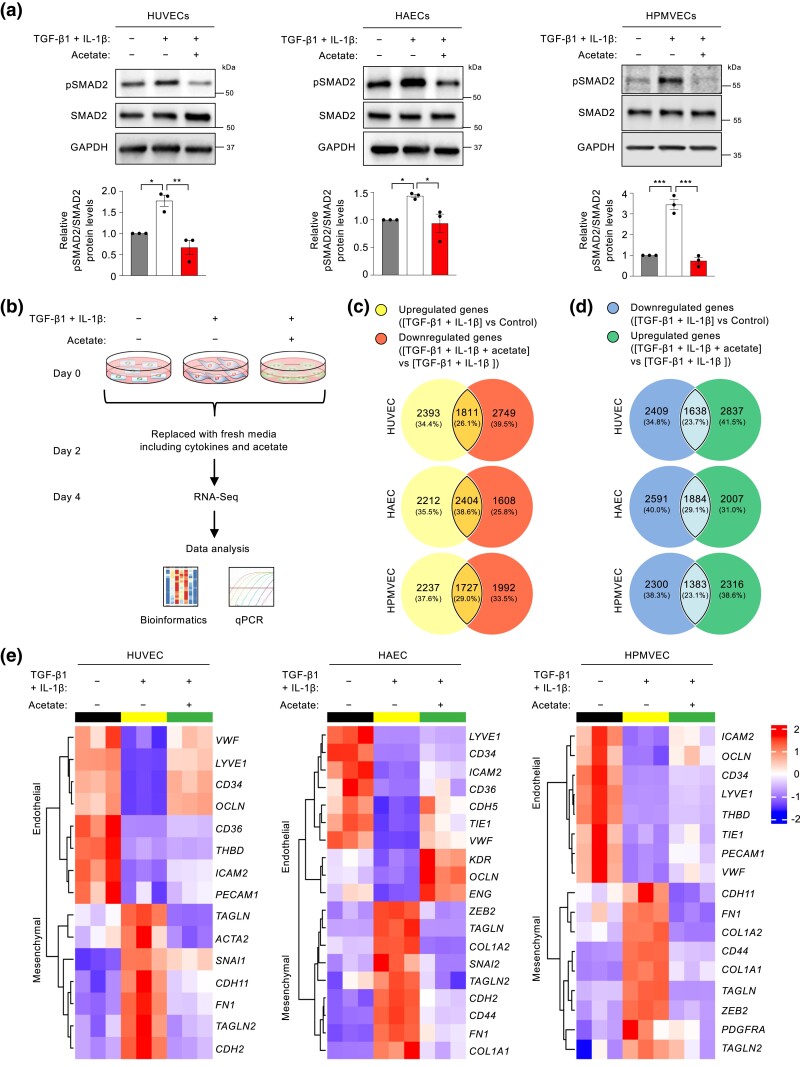
Acetate inhibits EndoMT programming. a) Representative western blots and quantifications of phosphorylated SMAD2 (pSMAD2) in the presence or absence of acetate following control or cytokine treatment (n = 3 independent experiments). b) Schematic overview of RNA-Seq analysis for endothelial cell gene expression in the presence or absence of acetate following control or cytokine treatment (n = 3 biological replicates). c and d) Venn diagrams showing common differentially expressed genes of cytokine-upregulated genes and acetate-suppressed genes (c), and of cytokine-downregulated genes and acetate-restored genes (d) (adjusted *P-*value < 0.05). e) Hierarchically clustered heatmaps of EndoMT marker expression negatively modulated by acetate.

We applied a more stringent filtration criterion to examine how acetate negatively modulates the EndoMT-associated transcriptional expression patterns (adjusted *P*-value < 0.05 and Log2|fold-change| > 1). This analysis identified 619 genes (331 downregulated and 288 upregulated) in HUVECs, 1,063 genes (623 downregulated and 440 upregulated) in HAECs, and 712 genes (456 downregulated and 256 upregulated) in HPMVECs. 

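With an adjusted p under 0.05 and a more than 2-fold change in both comparisons, acetate lowered 357 and raised 329 genes in HUVECs (686 in all), 587 and 499 in HAECs (1086), and 473 and 304 in HPMVECs (777). These were 33.9%, 36.0% and 34.6% of the genes that cytokines had changed 2-fold. A further 2-fold change in the cytokine direction was found for 104, 86 and 50 raised and 61, 51 and 43 lowered genes. Testing the 2-fold cutoff itself with glmTreat moved the counts most, to 91 genes raised again in HPMVECs.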

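The level with cytokines and acetate was also compared with the control level. Of the genes that cytokines raised and acetate lowered at an adjusted p under 0.05, 545 of 2008 in HUVECs (27.1%) and 554 of 1950 in HPMVECs (28.4%) remained above control, and 608 and 442 were below it. Of those lowered and then raised, 495 of 1881 (26.3%) and 333 of 1579 (21.1%) remained below control, and 685 and 475 were above it. As a ratio of log2 fold changes, the median share of the cytokine change undone by acetate was 105% and 99.7% for the genes raised and then lowered. It was 114% and 108% for those lowered and then raised. These medians cover only genes selected for their reversal, not those that acetate left unchanged or moved further. The same cytokine libraries enter both fold changes.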

Treating endothelial cells with acetate reversed these effects (Supplementary Fig. 5a and b, Table 4–6). When these genes were then subject to GO enrichment analysis, we found that the genes that were altered in HUVECs, HAECs, and HPMVECs shared the resulting biological process categories “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration” (Supplementary Fig. 5c).

We generated chord diagrams to visualize the pairwise relationships among genes of these 3 categories. We identified 24 genes shared by these common categories in HUVECs, HAECs, and HPMVECs (Fig. 5a–c, Supplementary Fig. 5d). This list encompassed 2 genes upregulated (*LYVE1* and *PTPN22*) and 22 genes downregulated by acetate (*CCL3L1*, *CCL5*, *CH25H*, *CX3CL1*, *CXCL10*, *CXCL11*, *CXCL3*, *CXCL5*, *EBI3*, *GREM1*, *HAS2*, *ICOSLG*, *IL12RB1*, *IL4I1*, *IL7R*, *ITGA4*, *JAK3*, *SAA1*, *TNF*, *TNFAIP6*, *VCAM1*, and *VNN1*). 

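All 24 genes changed as listed: cytokines raised the 22 genes of the second group and lowered LYVE1 and PTPN22, and acetate moved each of them back, at an adjusted p under 0.05 in every cell type. The study picked the 24 genes for such changes in the same libraries, so this count is not independent evidence. The 22 genes had a median log2 fold change after acetate of −2.66 in HUVECs, −3.54 in HAECs and −3.23 in HPMVECs, or −2.16, −3.54 and −3.05 with genes at the floor at their bound. After cytokines their medians were 6.29, 6.23 and 5.13, or 3.49, 5.08 and 4.51. LYVE1 rose with acetate by a log2 fold change of 3.57 in HUVECs (SE 0.06, adjusted p = 2.17e-19), 3.41 in HAECs (SE 0.11, adjusted p = 7.64e-12) and 2.41 in HPMVECs (SE 0.06, adjusted p = 6.06e-15). PTPN22 (ENSG00000134242) rose by 3.65 (SE 0.14, adjusted p = 2.41e-14), 3.85 (SE 0.45, adjusted p = 6.77e-06) and 1.96 (SE 0.27, adjusted p = 1.21e-05). CX3CL1 fell to 1.22 ± 0.146 CPM in HUVECs (−5.33, SE 0.09, adjusted p = 1.79e-19), to 13.9 ± 3.44 CPM in HAECs (−5.47, SE 0.13, adjusted p = 3.64e-13) and to 7.94 ± 1.14 CPM in HPMVECs (−4.38, SE 0.08, adjusted p = 1.11e-16). CXCL10 fell in HAECs (−4.26, SE 0.24, adjusted p = 3.52e-09). TNF (ENSG00000232810) in HUVECs stood within 3 counts of the floor, which allows no fold change to be stated. Of the 16 chemokine genes raised by cytokines, acetate lowered 8 in HUVECs, 15 in HAECs and 14 in HPMVECs, with medians of −0.81, −2.55 and −2.66. CCL20 was raised further by acetate in all 3 cell types, from 6.34 ± 0.256 to 131 ± 5.08 CPM in HUVECs (4.33, SE 0.05, adjusted p = 3.70e-21). Of the 49 chemotaxis genes, acetate lowered 19, 38 and 34 and raised 20, 9 and 13. As a list, the 24 genes of the chemokine family fell with acetate in HAECs (17 lowered, adjusted p = 2.68e-06 from camera) and HPMVECs (18 lowered, adjusted p = 1.83e-05). They were not past the threshold in HUVECs (8 lowered, 8 raised, adjusted p = 0.813), where fry called a rise (adjusted p = 0.00739). The difference between HAECs and HUVECs had an adjusted p of 6.23e-10.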

We then used a hierarchically clustered heatmap to display the expression patterns of these genes and validated several patterns using real-time quantitative reverse transcription PCR (qPCR) (Fig. 5d, Supplementary Fig. 5e). Based on these results, we propose a model in which EndoMT orchestrates multiple biological processes to boost leukocyte chemotaxis and transendothelial migration, which can be repressed, at least in part, by the metabolic regulator acetate (Fig. 5e).

**Fig. 5.**
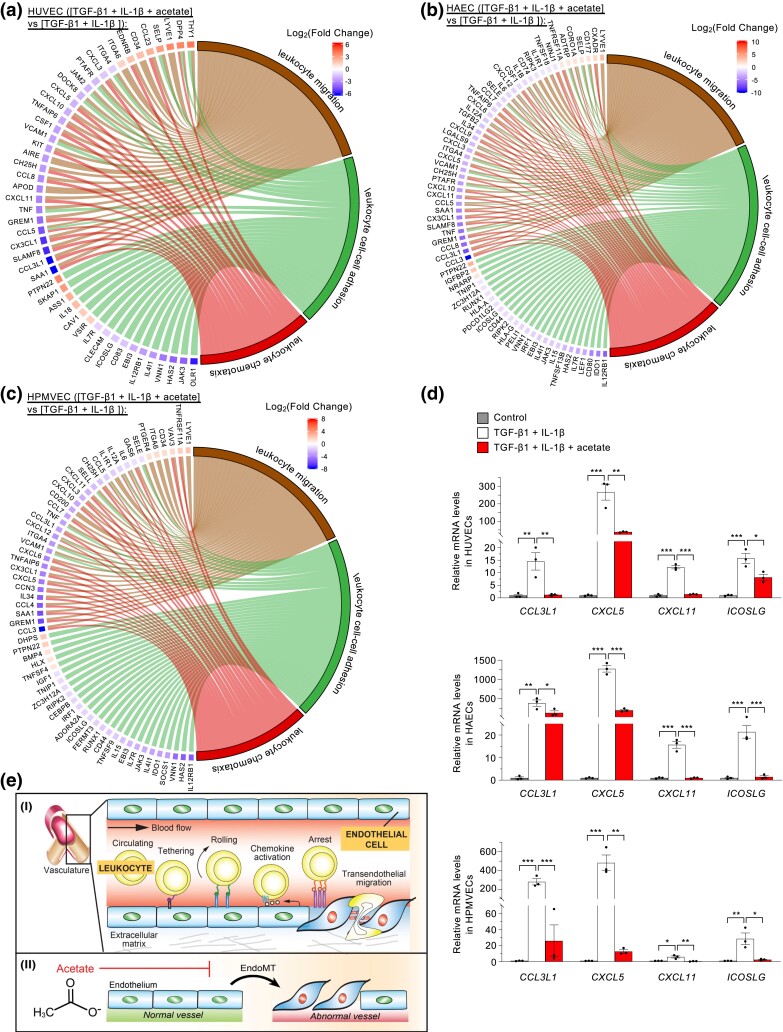
Acetate modulates EndoMT-associated leukocyte chemotaxis and related biological processes. a–c) Chord diagrams depicting the pairwise relationships between genes of the common GO biological process categories “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration” that were shared by acetate-treated HUVECs (a), HAECs (b), and HPMVECs (c). d) Real-time qPCR analysis of the expression of common genes in GO categories “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration” (n = 3 biological replicates). e) A model for how EndoMT promotes leukocyte chemotaxis and migration (I), which acetate can inhibit (II). Data represent mean ± SEM and significance via 1-way ANOVA with Tukey's multiple comparison test (d). *P < 0.05; **P < 0.01; ***P < 0.001.

Increasing evidence indicates cell-type differences and unique molecular signatures for endothelial cells isolated from distinct tissue types and vascular beds (Nolan et al. 2013; Jambusaria et al. 2020; Kalucka et al. 2020). The link to solute transporter gene expression is particularly intriguing since a previous report established that different endothelial cells exhibit specific SLC (solute carrier) transport gene expression patterns (Jambusaria et al. 2020). The SLC transporters function as gatekeepers of small compounds (e.g. nucleotides, inorganic ions, amino acids, and drugs) by coordinating their uptake and efflux by cells or organelles (Hediger et al. 2013). We identified 85 highly expressed genes (more than 1000 FPKM, on average) of the SLC gene series in our RNA-Seq results of EndoMT models. 

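All 85 SLC genes that the paper shows in Supplementary Fig. 6b were tested. Their mean raw count over the 27 libraries was above 1000 for all 85, with a minimum of 1016 and a median of 2293. On the FPKM scale the highest mean of the 85 was 268 and the median 10.4, and 0 of them had a mean above 1000.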

We performed a violin plot analysis to show the frequency distribution of gene expression data (Supplementary Fig. 6a). We also generated hierarchically clustered heatmaps to display the gene expression patterns of transporters (Supplementary Fig. 6b). These initial efforts suggested that EndoMT-linked HUVECs had a relatively higher median score (Supplementary Fig. 6a and 6b). 

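The median level of the 85 SLC genes per library, as TMM-normalized CPM, was 63.2 ± 1.66 in cytokine-treated HUVECs, 65.5 ± 1.51 in HAECs and 61.9 ± 1.20 in HPMVECs (SD, n = 3 libraries). It was 51.6 ± 0.548, 55.3 ± 0.322 and 54.0 ± 1.91 in controls and 58.4 ± 1.19, 58.5 ± 1.63 and 57.9 ± 1.29 with cytokines and acetate. Among cytokine-treated cells, the libraries of HUVECs and HAECs overlapped in CPM. On raw counts, which carry the library size, the medians in cytokine-treated cells were 2758 ± 242, 2068 ± 138 and 2086 ± 67.8, highest in HUVECs. With 3 libraries against 3, the smallest p an exact two-sided permutation test can give is 0.1, so no comparison of these medians could pass the threshold by that test. No other test of these medians is given.

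**Figure D4:**
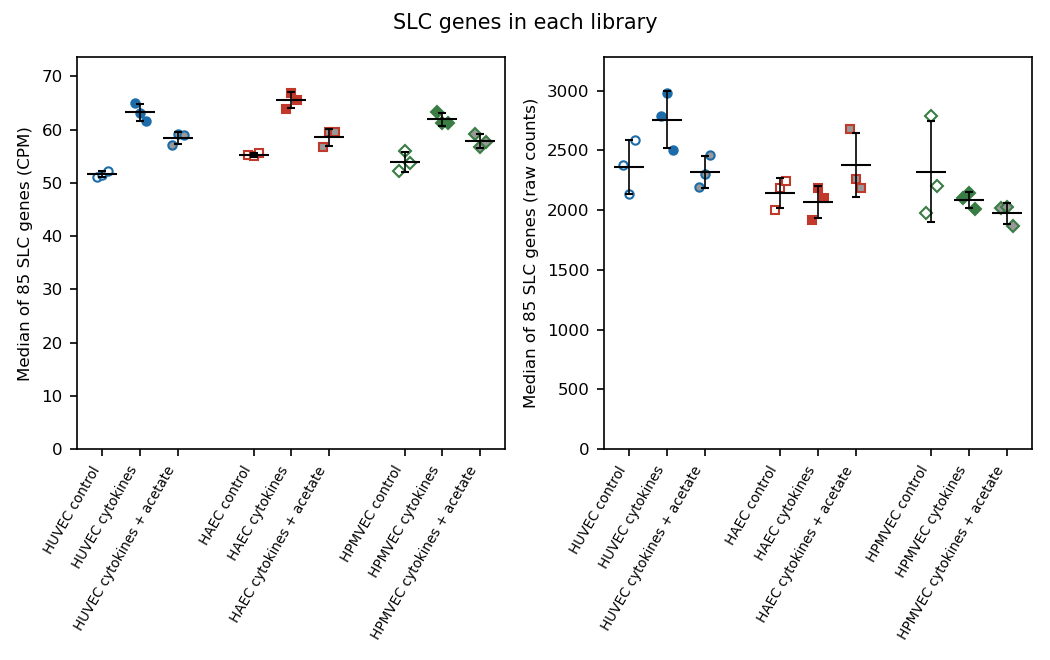
Median of the 85 SLC genes in each library (points, n = 3 per group), with the group mean (bar) and SD (whisker), as CPM and as raw counts, for control, cytokine-treated and cytokine and acetate-treated cells. HUVECs are highest among cytokine-treated cells on raw counts, at 2758, and HAECs on CPM, at 65.5.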

There were more regulated genes in HAECs upon induction of EndoMT, most of whose expression was restored by acetate treatment (Supplementary Fig. 6b). 

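Cytokines changed 68 of the 85 SLC genes in HUVECs (49 raised, 19 lowered), 71 in HAECs (46 raised, 25 lowered) and 63 in HPMVECs (46 raised, 17 lowered). These were 80.0%, 83.5% and 74.1%, against 56.2%, 59.7% and 51.6% of all tested genes. All 85 had a mean raw count above 1000, while the tested genes include genes with few counts, whose changes are harder to call. The shares were not matched for level, so they do not show a stronger response of SLC genes. Adjusted over the list alone, the counts were 69, 72 and 64, on genes the study chose for their level in these libraries. Acetate moved back 35 of 68 genes in HUVECs (51.5%), 38 of 71 in HAECs (53.5%) and 35 of 63 in HPMVECs (55.6%), and it moved 19, 12 and 16 further in the cytokine direction. SLC40A1 (ENSG00000138449) fell in HAECs after cytokines (log2 fold change −2.82, SE 0.09, adjusted p = 1.58e-18). SLC7A2 (ENSG00000003989), raised by cytokines, fell with acetate in HPMVECs (−3.20, SE 0.05, adjusted p = 5.95e-18). The response to cytokines differed between the cell types for 68 of the 85 genes by the interaction test.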

The obscure role of SLC transporters in EndoMT heterogeneity may provide exciting potential for further investigation.

This study created a transcriptome atlas of EndoMT in typical types of tissue- and vascular-bed-specific human primary venous, arterial, and microvascular endothelial cells, including HUVECs, HAECs, and HPMVECs. Our results suggest that EndoMT potentially promotes leukocyte chemotaxis via a robust set of secreted factors. Fortunately, several biochemical tools, including BioID2 and TurboID, are now available to label secreted proteins and future studies will explore this in more details (Kim et al. 2021; Liu et al. 2021). Our data also suggest that genes driving EndoMT in cells from different vascular beds have a core set of common genes but there is also substantial cell-type difference. These findings are broadly consistent with recent reports showing transcriptional heterogeneity in endothelial cells across distinct tissues and vascular beds (Nolan et al. 2013; Jambusaria et al. 2020; Kalucka et al. 2020). Supporting this notion, several recent RNA-Seq datasets suggest EndoMT as a heterogeneous process driven by different internal and external factors (Monteiro et al. 2021; Stürzebecher et al. 2022; Zhu et al. 2023). Single-cell RNA-Seq clustering data in HUVECs shows that treatment of IL-1β only (Stürzebecher et al. 2022) or a combination of TGF-β2 and IL-1β (Monteiro et al. 2021) induces distinct cell populations undergoing EndoMT. High-depth bulk RNA-Seq results suggest glycose-related metabolic reprograming and loss of long noncoding RNA MIR503HG as major drivers of EndoMT in HUVECs and human pulmonary artery endothelial cells undergoing EndoMT after 7 days of cotreatment of TGF-β2 and IL-1β (Monteiro et al. 2021), and in human umbilical artery endothelial cells undergoing EndoMT after 7 days of TGF-β2 stimulation (Zhu et al. 2023), respectively.

The current work and previous studies were limited by a lack of evidence demonstrating how the EndoMT signature genes contribute to functionality. Nevertheless, our analysis suggests that the “lipid metabolism-centric,” “STAT1-centric,” and “SRC-centric” protein–protein interaction networks are likely central to unique EndoMT phenotypes of HUVECs, HAECs, and HPMVECs, respectively. Additional studies are required to solidify this conclusion. Our findings in Fig. 4, together with our recent protein expression data (Xiong et al. 2018), consolidate the idea that acetate could robustly and quickly inhibit EndoMT markers. Moreover, we cannot exclude that other mechanisms might contribute to this inhibitory role of acetate on EndoMT. For example, acetate might upregulate the expression of fibroblast growth factor receptor 1 (FGFR1), which has been reported as a key inhibitor of TGF-β signaling for preventing EndoMT (Chen et al. 2014). Indeed, our RNA-Seq results reveal that acetate significantly increased *FGFR1* gene expression in endothelial cells undergoing EndoMT (for HUVEC, 1.4-fold-change, adjusted *P-*value = 5.60 × 10^−28^; for HAECs, 2.2-fold-change, adjusted *P* value = 2.93 × 10^−64^; for HPMVECs, 1.7-fold-change, adjusted *P-*value = 1.10 × 10^−33^). Additionally, our results, together with another report (Zhu et al. 2023), suggest that the time factor is vital for the effects of acetate on EndoMT. 

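FGFR1 (ENSG00000077782) rose with acetate from 83.2 ± 0.842 to 117.4 ± 2.82 CPM in HUVECs, a log2 fold change of 0.46 (SE 0.04, adjusted p = 1.72e-09 from edgeR's quasi-likelihood test). It rose from 62.2 ± 1.77 to 134 ± 8.65 CPM in HAECs (1.13, SE 0.05, adjusted p = 5.88e-10) and from 72.5 ± 1.00 to 124 ± 8.91 CPM in HPMVECs (0.76, SE 0.05, adjusted p = 2.92e-09). Cytokines alone had lowered FGFR1, with log2 fold changes of −0.79, −1.43 and −0.75.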

Acetate inhibits EndoMT markers early (i.e. 4 days) after induction of EndoMT (Fig. 4e) but promotes EndoMT process after 7 days of TGF-β treatment alone (Zhu et al. 2023), potentially due to dynamic EndoMT-associated metabolism (Xiong et al. 2018). These studies suggest that a short-term dietary supplementation with acetate may be beneficial for preventing EndoMT-linked pathological conditions. On the contrary, long-term intake of a high-acetate diet can potentially exacerbate EndoMT-associated vascular inflammation. This time-dependent, opposing effects of acetate on EndoMT may merit further experimental evaluation. Given the growing number of pathological conditions associated with EndoMT, our observations suggest that endothelial transcriptome may have therapeutic implications for a wide range of EndoMT-linked diseases.

## Supplementary Material

jkad243_Supplementary_Data Click here for additional data file.

## Data Availability

The RNA-Seq data were deposited in the NCBI's Gene Expression Omnibus (GEO) repository with the accession number GSE236730. Supplemental material available at G3 online.

# Supplementary material for: Transcriptome analysis reveals molecular signature and cell-type difference of Homo sapiens endothelial-to-mesenchymal transition
**Source:** G3 (Bethesda). 2023 Oct 20;13(12):jkad243. doi: 10.1093/g3journal/jkad243
**Supplement:** jkad243_Supplementary_Data

**A** Endothelial genes: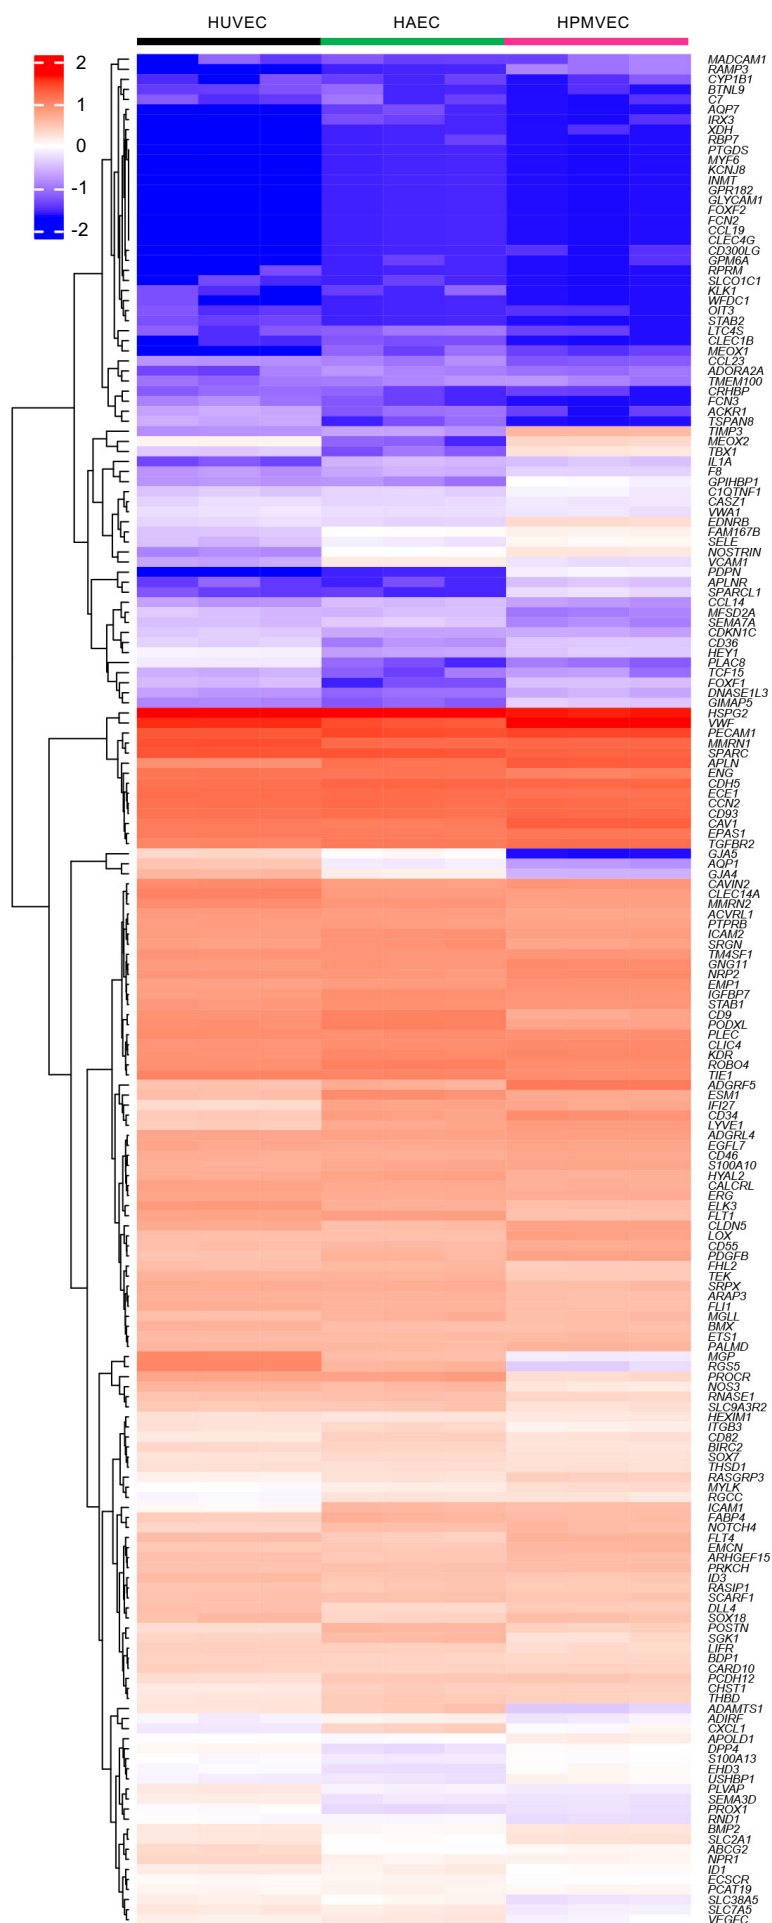**B**

Control  
TGF- $\beta$ 1 + IL-1 $\beta$

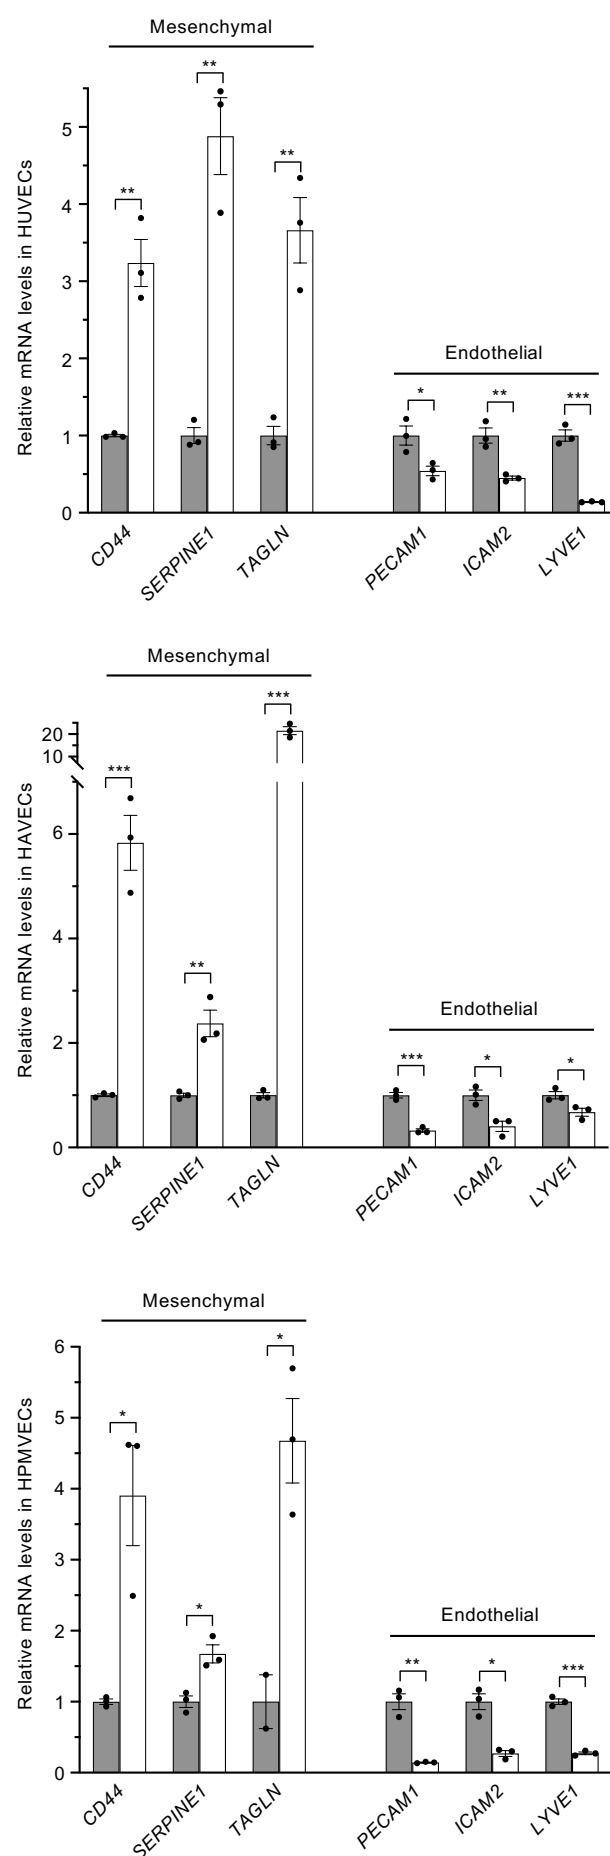

Supplementary figure 2

**A** All 49 genes in GO category "cell chemotaxis":

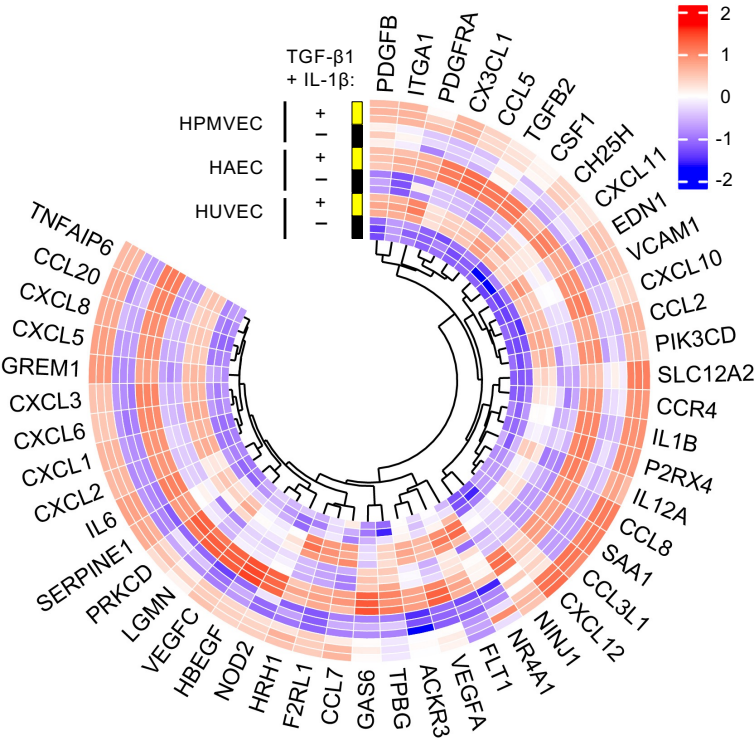

**B**

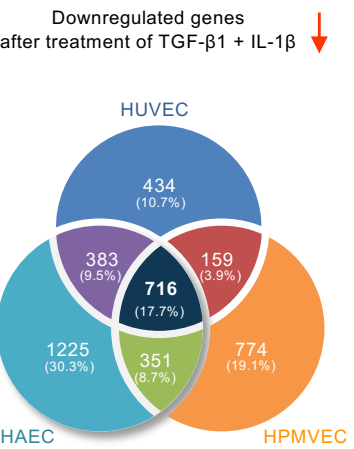

**C**

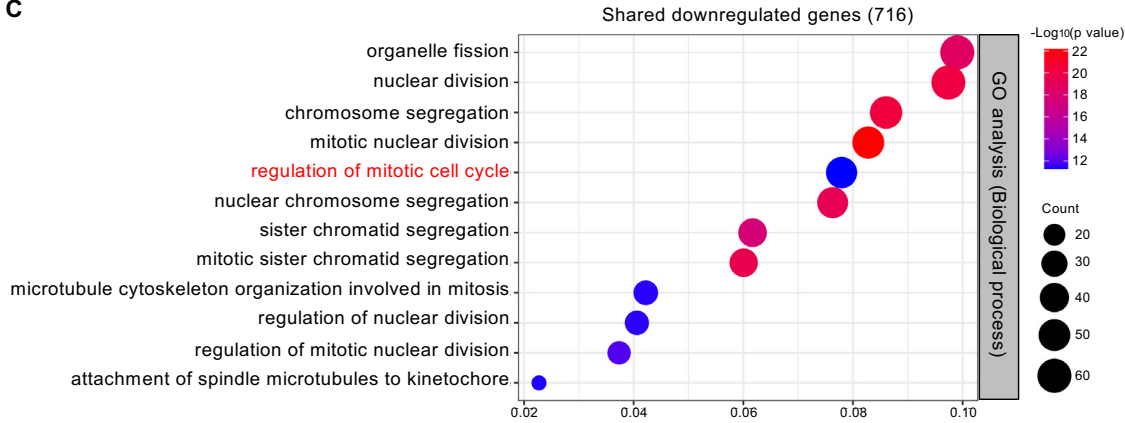

**A**

### EndoMT gene signature of HUVEC:

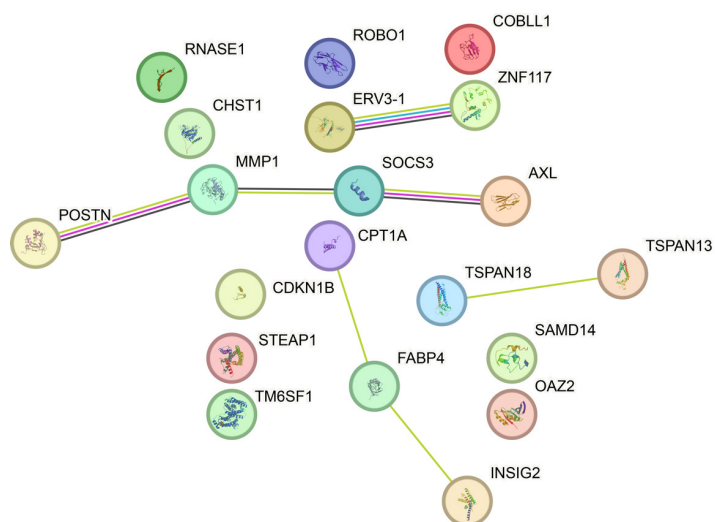

**B**

EndoMT gene signature of HAEC:

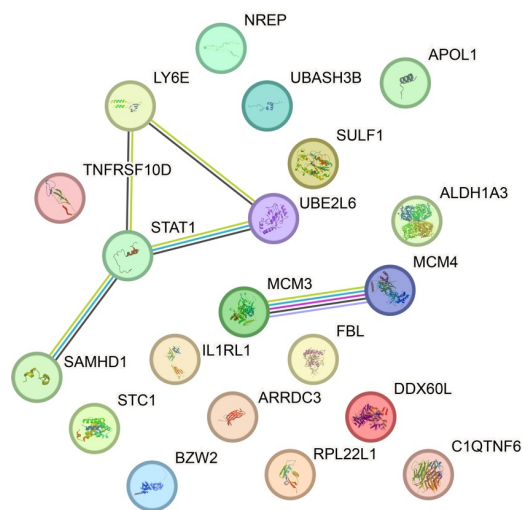

**C**

EndoMT gene signature of HPMVEC:

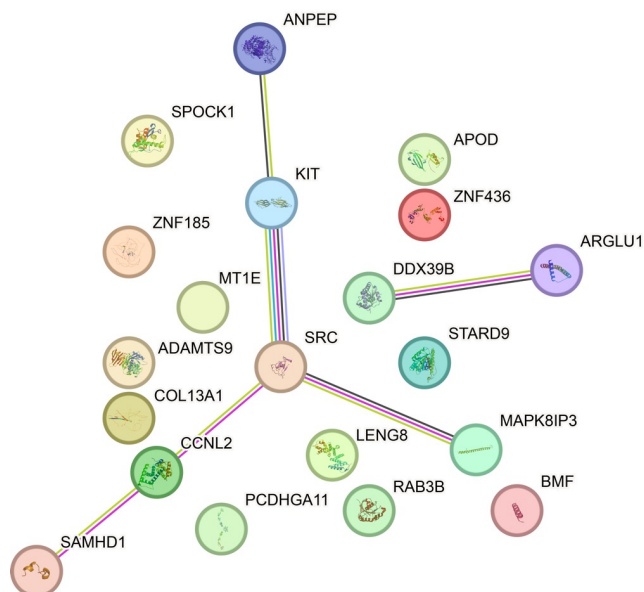

D

**EndoMT gene signature of HUVEC:**

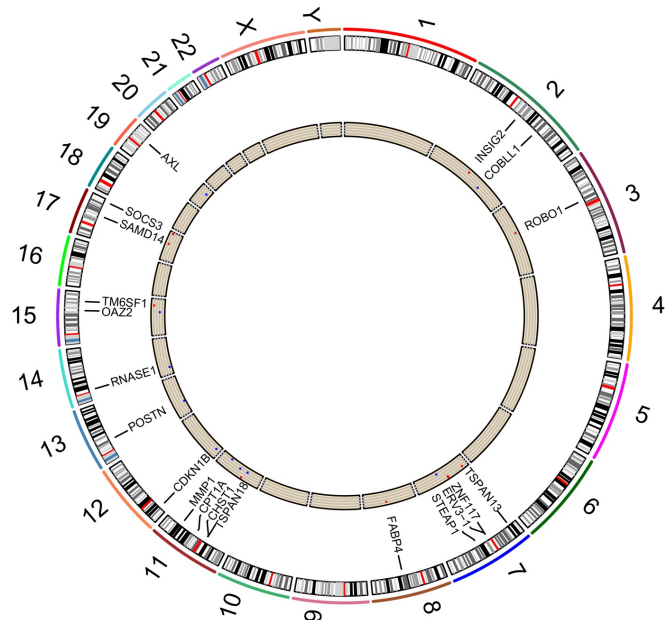

**E**

**EndoMT gene signature of HAEC:**

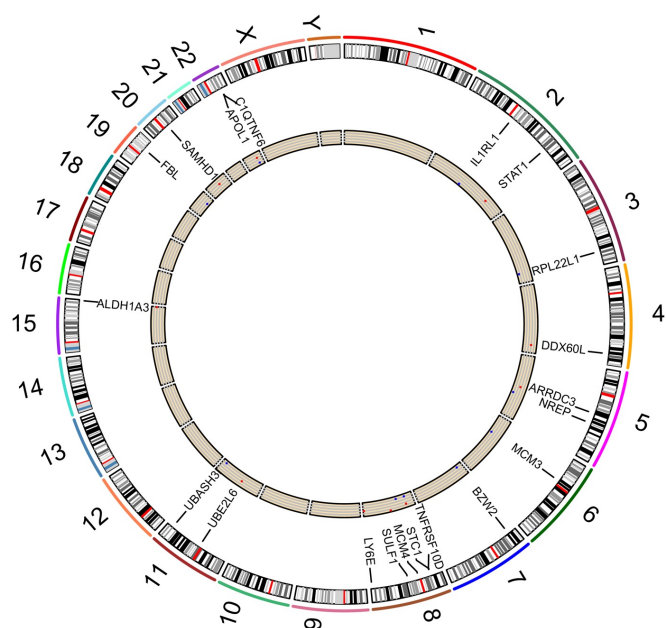

**F**

### EndoMT gene signature of HPMVEC:

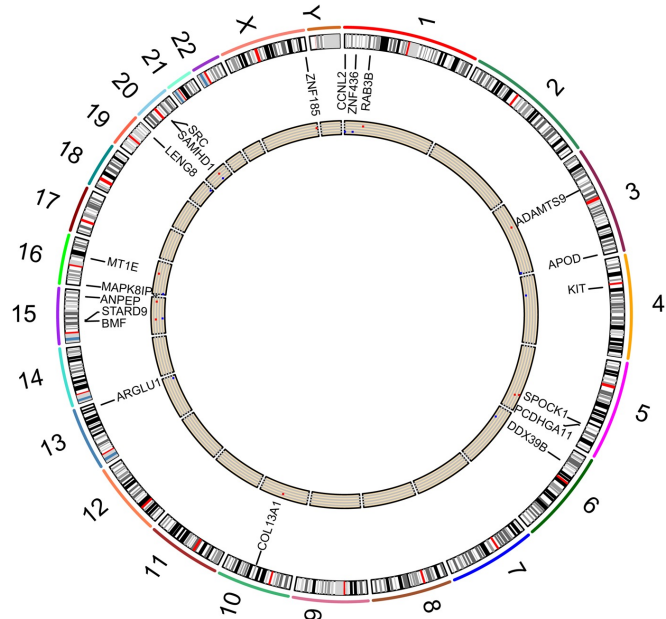

# Supplementary figure 4

## A EndoMT gene signature of HUVEC (upregulated):

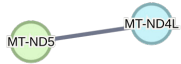

## B EndoMT gene signature of HUVEC (downregulated):

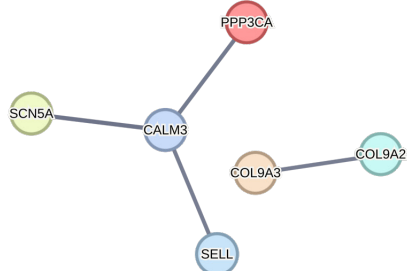

## C EndoMT gene signature of HPMVEC (downregulated):

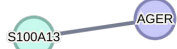

## E EndoMT gene signature of HAEC (downregulated):

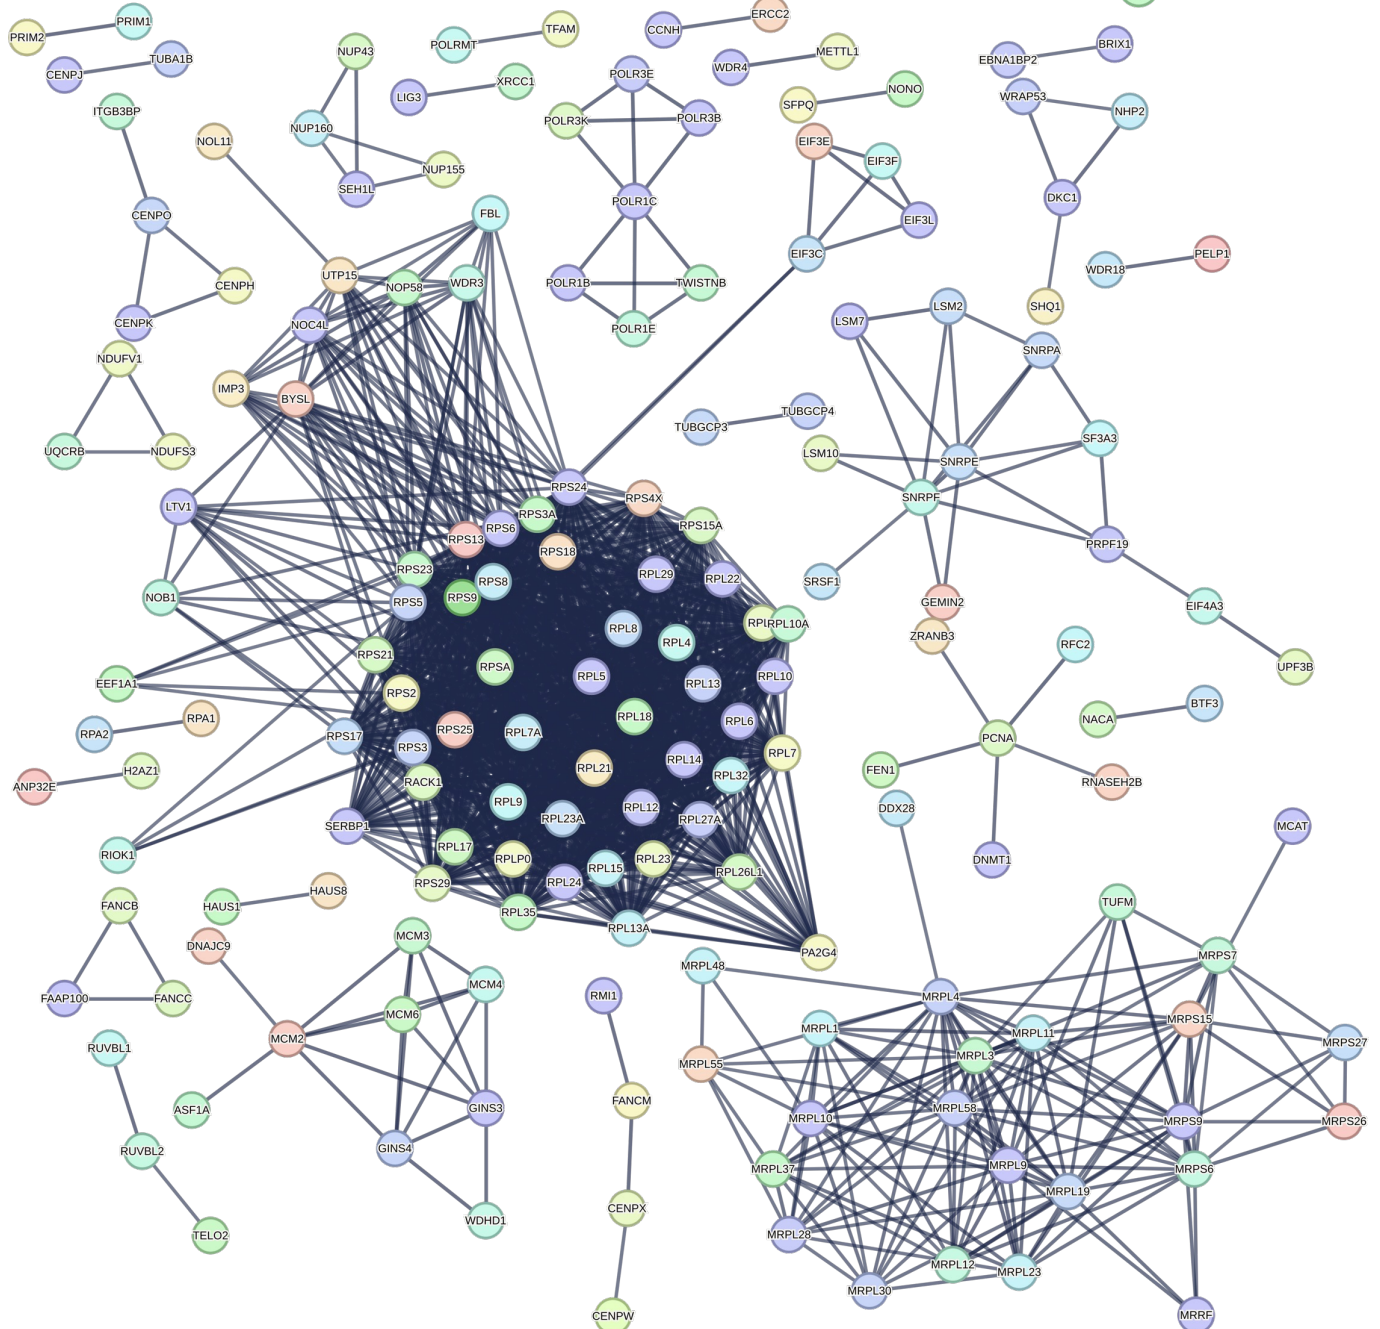

## D EndoMT gene signature of HAEC (upregulated):

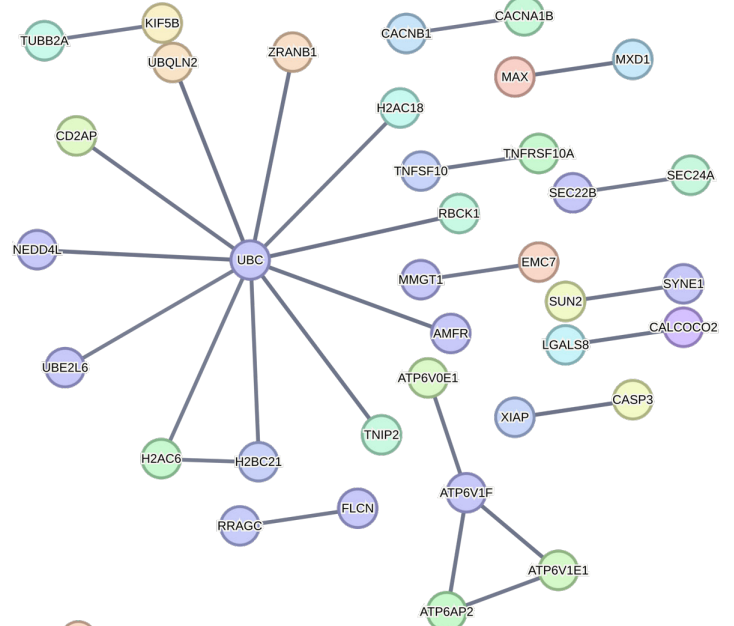

- A**
- Upregulated genes ([TGF- $\beta$ 1 + IL-1 $\beta$ ] vs Control)
  - Downregulated genes ([TGF- $\beta$ 1 + IL-1 $\beta$  + acetate] vs [TGF- $\beta$ 1 + IL-1 $\beta$ ])

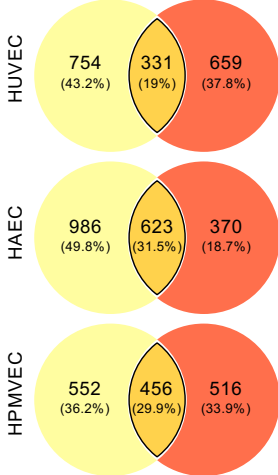

- B**
- Downregulated genes ([TGF- $\beta$ 1 + IL-1 $\beta$ ] vs Control)
  - Upregulated genes ([TGF- $\beta$ 1 + IL-1 $\beta$  + acetate] vs [TGF- $\beta$ 1 + IL-1 $\beta$ ])

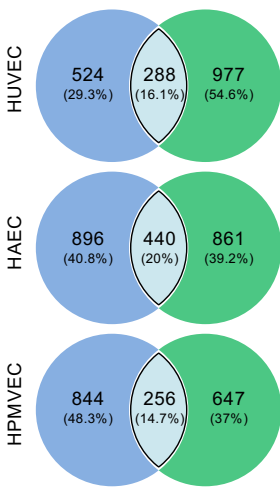

- D** Gene sets of all three GO categories in Fig. 5C-E

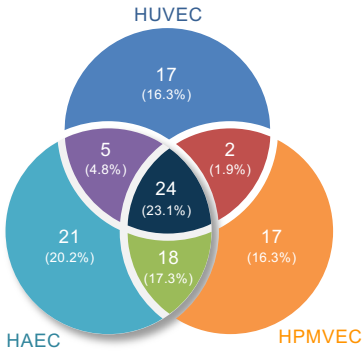

**C**

| HUVEC  | ontology | id         | description                  | p.adjust    | qvalue     | count | zscore      |
|--------|----------|------------|------------------------------|-------------|------------|-------|-------------|
|        | BP       | GO:0050900 | leukocyte migration          | 9.507E-06   | 6.946E-06  | 31    | -2.69407953 |
|        | BP       | GO:0007159 | leukocyte cell-cell adhesion | 0.0001857   | 0.00013568 | 27    | -1.73205081 |
|        | BP       | GO:0030595 | leukocyte chemotaxis         | 0.0013059   | 0.00095412 | 18    | -2.82842712 |
| HAEC   | ontology | id         | description                  | p.adjust    | qvalue     | count | zscore      |
|        | BP       | GO:0050900 | leukocyte migration          | 4.1108E-06  | 3.1153E-06 | 42    | -4.3204938  |
|        | BP       | GO:0007159 | leukocyte cell-cell adhesion | 4.0476E-06  | 3.0674E-06 | 42    | -4.3204938  |
|        | BP       | GO:0030595 | leukocyte chemotaxis         | 1.2303E-05  | 9.3237E-06 | 30    | -4.3817805  |
| HPMVEC | ontology | id         | description                  | p.adjust    | qvalue     | count | zscore      |
|        | BP       | GO:0050900 | leukocyte migration          | 2.14413E-06 | 1.6078E-06 | 34    | -3.7729689  |
|        | BP       | GO:0007159 | leukocyte cell-cell adhesion | 2.98693E-07 | 2.2398E-07 | 36    | -4.3333333  |
|        | BP       | GO:0030595 | leukocyte chemotaxis         | 3.71303E-05 | 2.7843E-05 | 23    | -3.9617739  |

- E** Shared 24 genes in Fig. S4B:

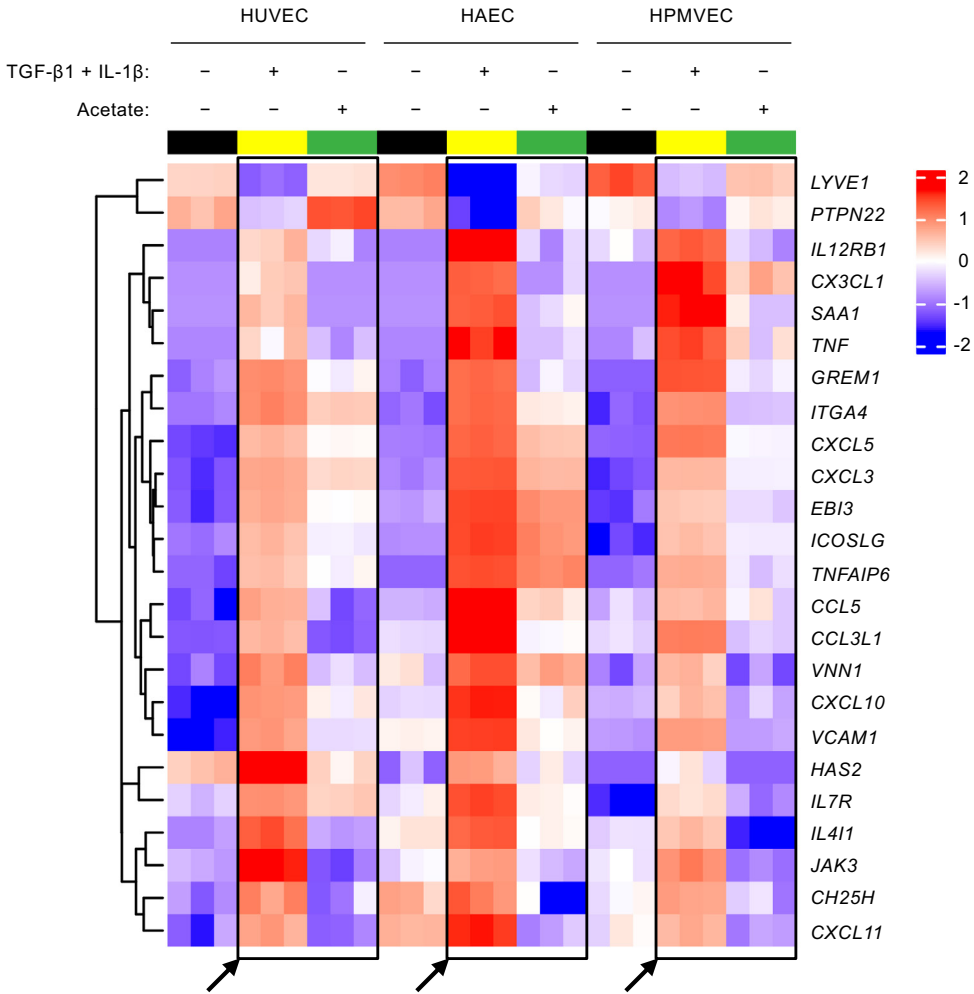

**A** 85 highly-expressed SLC transporter genes:

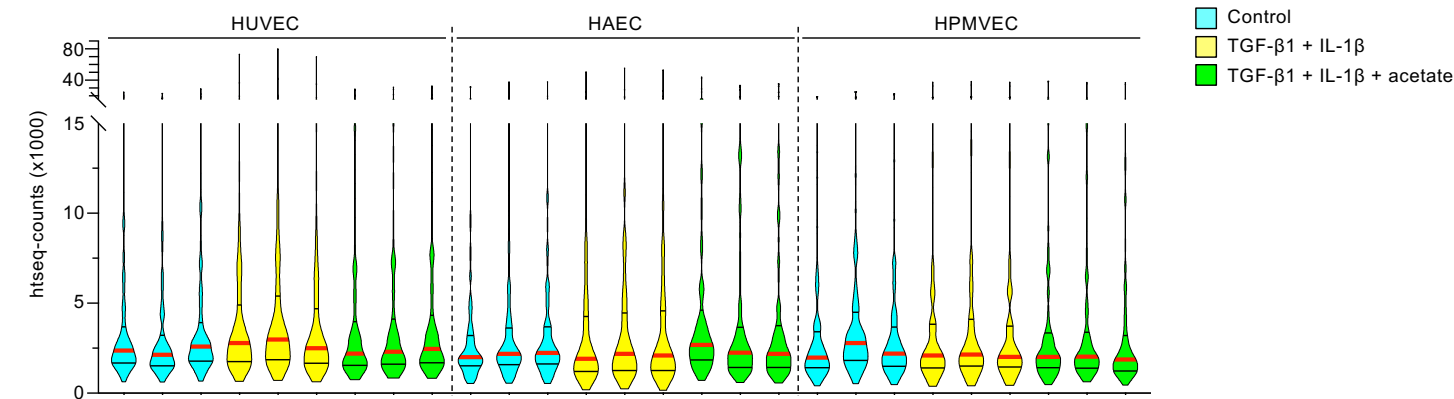

**B** 85 highly-expressed SLC transporter genes:

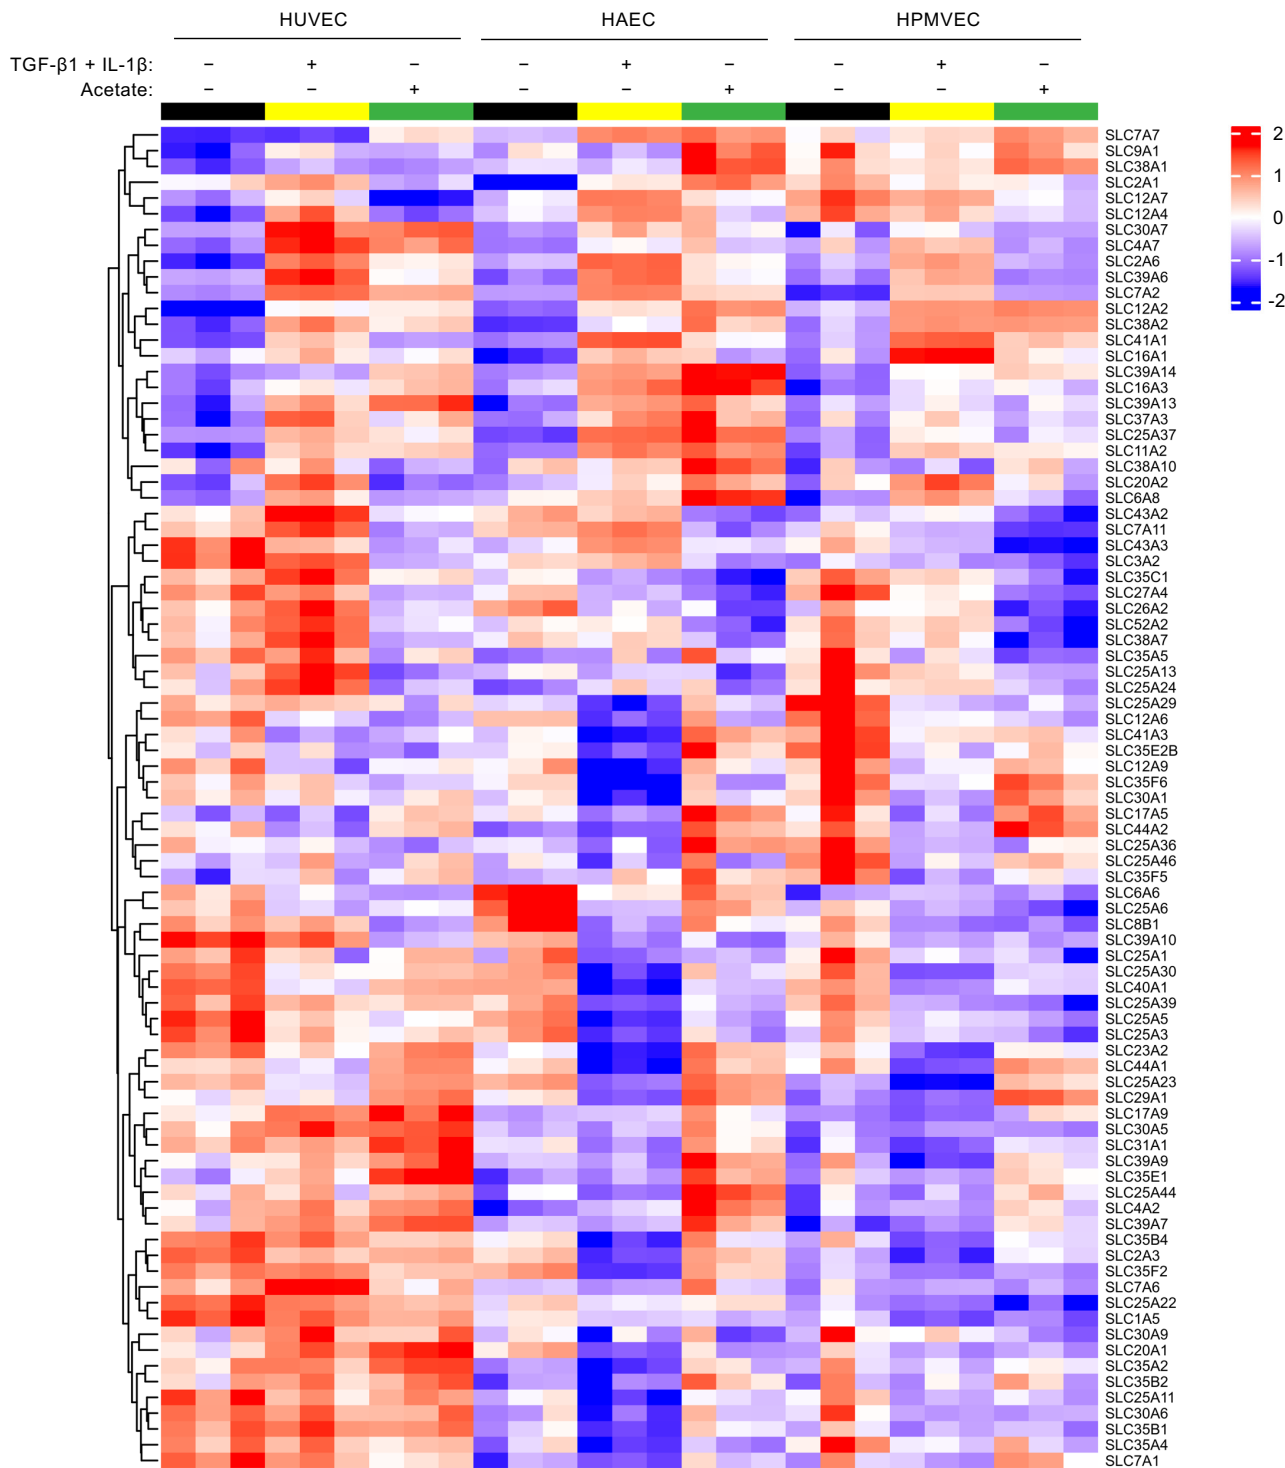

**Table S1: RNA-Seq analysis of the differentially expressed genes in HUVECs with or without cytokine treatment (adjusted  $p$  value < 0.05 and Log2|Fold Change| > 0.5).**

|                  |             |             |           |             |              |             |            |           |           |
|------------------|-------------|-------------|-----------|-------------|--------------|-------------|------------|-----------|-----------|
| ENSG000000067141 | NEO1        | 3.174820338 | 6.3496407 | 0           | -4.964114678 | 1.686918327 | -2.9427119 | 0.003254  | 0.00791   |
| ENSG00000130035  | GALNT8      | 3.192201081 | 6.3844022 | 0           | -4.970765866 | 1.655520142 | -3.0025403 | 0.002677  | 0.006611  |
| ENSG00000003137  | CYP26B1     | 6.420444009 | 12.485816 | 0.355072425 | -4.981113887 | 1.423264804 | -3.4997801 | 0.000466  | 0.001285  |
| ENSG00000004799  | PDK4        | 122.8506957 | 238.41353 | 7.287856901 | -5.019899596 | 0.380569926 | -13.190479 | 9.96E-40  | 1.36E-38  |
| ENSG00000249631  | AC005699.1  | 18.61776778 | 36.123716 | 1.111819376 | -5.033176914 | 0.959835579 | -5.2437907 | 1.57E-07  | 6.21E-07  |
| ENSG00000176244  | ACBD7       | 6.659291626 | 12.956449 | 0.362134488 | -5.03643015  | 1.425208296 | -3.5338204 | 0.00041   | 0.001139  |
| ENSG00000277494  | GPIHBP1     | 7.189227798 | 13.990905 | 0.3875504   | -5.14089135  | 1.424026281 | -3.6101099 | 0.000306  | 0.000866  |
| ENSG00000074317  | SNCB        | 13.34511208 | 25.965955 | 0.724268976 | -5.144099239 | 1.159691371 | -4.4357485 | 9.18E-06  | 3.08E-05  |
| ENSG00000167644  | C19orf33    | 3.628456926 | 7.2569139 | 0           | -5.156611624 | 1.600330168 | -3.2222173 | 0.001272  | 0.003309  |
| ENSG00000255856  | AC069503.1  | 3.750416345 | 7.5008327 | 0           | -5.200380007 | 1.732478975 | -3.0016988 | 0.002685  | 0.006628  |
| ENSG00000007968  | E2F2        | 13.99953531 | 27.281864 | 0.717206913 | -5.216022295 | 1.155182154 | -4.5153245 | 6.32E-06  | 2.16E-05  |
| ENSG00000139549  | DHH         | 192.0299094 | 374.11984 | 9.939983473 | -5.236398059 | 0.32603746  | -16.060725 | 4.81E-58  | 9.12E-57  |
| ENSG00000135218  | CD36        | 8.011220195 | 15.63489  | 0.3875504   | -5.30720509  | 1.383126641 | -3.8371071 | 0.000124  | 0.000369  |
| ENSG00000276953  | TRBV12-4    | 4.128466073 | 8.2569321 | 0           | -5.347862151 | 1.563336981 | -3.4207994 | 0.000624  | 0.001694  |
| ENSG00000215183  | MSMP        | 83.21555074 | 162.73351 | 3.697592615 | -5.466604414 | 0.511011018 | -10.697625 | 1.04E-26  | 1.03E-25  |
| ENSG00000226476  | LINC01748   | 4.652996952 | 9.3059939 | 0           | -5.516816615 | 1.508599467 | -3.6569127 | 0.000255  | 0.00073   |
| ENSG00000270885  | RASL10B     | 17.6198566  | 34.490028 | 0.749684888 | -5.549413333 | 1.128837351 | -4.9160433 | 8.83E-07  | 3.28E-06  |
| ENSG00000254975  | AP001189.4  | 4.880626715 | 9.7612534 | 0           | -5.588735525 | 1.506553422 | -3.7096166 | 0.000208  | 0.000599  |
| ENSG00000185739  | SRL         | 5.087098593 | 10.174197 | 0           | -5.646151512 | 1.481845729 | -3.8102155 | 0.000139  | 0.00041   |
| ENSG00000256616  | AP002414.2  | 10.14418442 | 19.933296 | 0.355072425 | -5.655867974 | 1.332939169 | -4.2431554 | 2.20E-05  | 7.13E-05  |
| ENSG00000267690  | LDLRAD4-AS1 | 5.289114954 | 10.57823  | 0           | -5.700358031 | 1.479682655 | -3.8524193 | 0.000117  | 0.000349  |
| ENSG00000161798  | AQP5        | 5.39869498  | 10.79739  | 0           | -5.731576812 | 1.507218241 | -3.8027518 | 0.000143  | 0.000421  |
| ENSG00000115155  | OTOF        | 5.531971255 | 11.063943 | 0           | -5.767336043 | 1.494155514 | -3.8599302 | 0.000113  | 0.000338  |
| ENSG00000163083  | INHBB       | 145.1896403 | 285.62353 | 4.755747826 | -5.901004685 | 0.434496264 | -13.581255 | 5.17E-42  | 7.46E-41  |
| ENSG00000183395  | PMCH        | 6.211761777 | 12.423524 | 0           | -5.931894575 | 1.445339359 | -4.1041535 | 4.06E-05  | 0.000128  |
| ENSG00000065618  | COL17A1     | 161.8619295 | 318.57633 | 5.147527949 | -5.95219954  | 0.427635713 | -13.918855 | 4.87E-44  | 7.31E-43  |
| ENSG00000211764  | TRBJ2-1     | 6.708539617 | 13.417079 | 0           | -6.046066476 | 1.411363172 | -4.2838488 | 1.84E-05  | 5.99E-05  |
| ENSG00000167037  | SGSM1       | 7.356652851 | 14.713306 | 0           | -6.17764956  | 1.395161826 | -4.427909  | 9.52E-06  | 3.19E-05  |
| ENSG00000140873  | ADAMTS18    | 980.9288124 | 1936.1616 | 25.69605528 | -6.244290694 | 0.309942189 | -20.14663  | 2.88E-90  | 8.55E-89  |
| ENSG00000231007  | CDC20P1     | 7.718783099 | 15.437566 | 0           | -6.249291543 | 1.400238903 | -4.4630181 | 8.08E-06  | 2.73E-05  |
| ENSG00000211772  | TRBC2       | 695.44327   | 1373.6883 | 17.19819474 | -6.314071062 | 0.244829337 | -25.789683 | 1.16E-146 | 5.56E-145 |
| ENSG00000275152  | CCL16       | 8.322825086 | 16.64565  | 0           | -6.354213833 | 1.383167367 | -4.5939588 | 4.35E-06  | 1.51E-05  |
| ENSG00000146678  | IGFBP1      | 193.5830545 | 382.77956 | 4.386551275 | -6.440319988 | 0.453856616 | -14.190208 | 1.05E-45  | 1.63E-44  |
| ENSG00000133800  | LYVE1       | 5005.159263 | 9907.1194 | 103.1991661 | -6.587792117 | 0.101121116 | -65.147541 | 0         | 0         |
| ENSG00000101188  | NTSR1       | 19.8849729  | 39.414873 | 0.355072425 | -6.640156041 | 1.266512995 | -5.2428645 | 1.58E-07  | 6.24E-07  |
| ENSG00000267316  | AC090409.2  | 10.63190513 | 21.26381  | 0           | -6.711954692 | 1.37002135  | -4.8991607 | 9.62E-07  | 3.57E-06  |
| ENSG00000102575  | ACP5        | 23.07648104 | 45.79789  | 0.355072425 | -6.854645704 | 1.249845368 | -5.484395  | 4.15E-08  | 1.72E-07  |
| ENSG00000211751  | TRBC1       | 15.50484502 | 31.00969  | 0           | -7.256554142 | 1.293969183 | -5.6079807 | 2.05E-08  | 8.69E-08  |
| ENSG00000124479  | NDP         | 22.74614817 | 45.492296 | 0           | -7.809300473 | 1.263123288 | -6.1825323 | 6.31E-10  | 2.98E-09  |
| ENSG00000136960  | ENPP2       | 26.3295467  | 52.659093 | 0           | -8.017999028 | 1.246493892 | -6.4324415 | 1.26E-10  | 6.23E-10  |
| ENSG00000276409  | CCL14       | 33.20333409 | 66.406668 | 0           | -8.352650649 | 1.229824567 | -6.7917416 | 1.11E-11  | 5.89E-11  |

**Table S3: RNA-Seq analysis of the differentially expressed genes in HPMVECs with or without cytokine treatment (adjusted  $p$  value < 0.05 and Log2|Fold Change| > 0.5).**

|                 |             |             |           |             |              |             |            |           |           |
|-----------------|-------------|-------------|-----------|-------------|--------------|-------------|------------|-----------|-----------|
| ENSG00000100604 | CHGA        | 5.025867113 | 9.6707987 | 0.380935524 | -4.585612109 | 1.461828222 | -3.1369022 | 0.001707  | 0.00523   |
| ENSG00000264954 | PRR29-AS1   | 5.057269888 | 9.7336043 | 0.380935524 | -4.59889282  | 1.492848308 | -3.0806163 | 0.002066  | 0.006211  |
| ENSG00000187513 | GJA4        | 33.95286458 | 65.299913 | 2.605815991 | -4.638581018 | 0.640136954 | -7.2462322 | 4.29E-13  | 3.47E-12  |
| ENSG00000267690 | LDLRAD4-AS1 | 14.70566653 | 28.260512 | 1.150821149 | -4.640088267 | 1.016644681 | -4.5641199 | 5.02E-06  | 2.28E-05  |
| ENSG00000177359 | AC024940.2  | 2.608978744 | 5.2179575 | 0           | -4.648181788 | 1.730346809 | -2.6862718 | 0.007225  | 0.019289  |
| ENSG00000260228 | AC009119.1  | 2.653440934 | 5.3068819 | 0           | -4.680523159 | 1.696511548 | -2.7589103 | 0.005799  | 0.015778  |
| ENSG00000104490 | NCALD       | 5.430076287 | 10.479217 | 0.380935524 | -4.702348225 | 1.453125749 | -3.2360229 | 0.001212  | 0.00383   |
| ENSG00000272720 | AL022322.1  | 2.711703639 | 5.4234073 | 0           | -4.717589422 | 1.705005053 | -2.7669064 | 0.005659  | 0.015442  |
| ENSG00000204410 | MSH5        | 15.53881948 | 29.929489 | 1.148149623 | -4.729821589 | 0.975087844 | -4.850662  | 1.23E-06  | 5.98E-06  |
| ENSG00000133122 | LRRC7       | 2.81951391  | 5.6390278 | 0           | -4.767280565 | 1.68965716  | -2.8214484 | 0.004781  | 0.013256  |
| ENSG00000168356 | SCN11A      | 5.885288477 | 11.410776 | 0.35980079  | -4.833892019 | 1.47524289  | -3.2766754 | 0.00105   | 0.00336   |
| ENSG00000188277 | C15orf62    | 34.41023116 | 66.566433 | 2.254029779 | -4.88585821  | 0.681876879 | -7.1653085 | 7.76E-13  | 6.18E-12  |
| ENSG00000260701 | AC025284.1  | 3.097940003 | 6.19588   | 0           | -4.903794801 | 1.631676696 | -3.0053716 | 0.002653  | 0.007796  |
| ENSG00000278467 | AC138393.3  | 3.202195564 | 6.4043911 | 0           | -4.938692399 | 1.725668957 | -2.8619002 | 0.004211  | 0.011823  |
| ENSG00000152207 | CYSLTR2     | 3.187111416 | 6.3742228 | 0           | -4.956476627 | 1.664015212 | -2.9786246 | 0.002894  | 0.00844   |
| ENSG00000231880 | KF459542.1  | 3.331903906 | 6.6638078 | 0           | -5.003548699 | 1.644430384 | -3.0427245 | 0.002344  | 0.006975  |
| ENSG00000235726 | AC010148.1  | 3.322522719 | 6.6450454 | 0           | -5.007711496 | 1.68997055  | -2.9631945 | 0.003045  | 0.008833  |
| ENSG00000267682 | AC016590.2  | 3.497976882 | 6.9959538 | 0           | -5.072886713 | 1.603108837 | -3.1644057 | 0.001554  | 0.004797  |
| ENSG00000131386 | GALNT15     | 911.3624692 | 1770.8914 | 51.83351834 | -5.0897063   | 0.148325802 | -34.314369 | 4.79E-258 | 7.71E-256 |
| ENSG00000233370 | AC140479.3  | 3.604627039 | 7.2092541 | 0           | -5.134072163 | 1.606928668 | -3.1949596 | 0.001399  | 0.004363  |
| ENSG00000169432 | SCN9A       | 80.87106636 | 157.33998 | 4.402148417 | -5.137311499 | 0.490775675 | -10.467739 | 1.22E-25  | 1.68E-24  |
| ENSG00000171509 | RXFP1       | 3.722312564 | 7.4446251 | 0           | -5.166422744 | 1.57823783  | -3.2735388 | 0.001062  | 0.003392  |
| ENSG00000255690 | TRIL        | 176.3855354 | 343.47215 | 9.298920602 | -5.199157569 | 0.332570428 | -15.633253 | 4.32E-55  | 1.15E-53  |
| ENSG00000227885 | AL590652.1  | 4.090946669 | 8.1818933 | 0           | -5.294917771 | 1.608022819 | -3.2928126 | 0.000992  | 0.003187  |
| ENSG0000023177  | AC104211.2  | 22.63828388 | 44.152224 | 1.124343364 | -5.295046031 | 0.928205113 | -5.7046077 | 1.17E-08  | 6.83E-08  |
| ENSG00000116031 | CD207       | 4.207225046 | 8.4144501 | 0           | -5.341559318 | 1.530016436 | -3.4911777 | 0.000481  | 0.00164   |
| ENSG00000171873 | ADRA1D      | 31.68809742 | 61.849781 | 1.52641362  | -5.366159526 | 0.803498748 | -6.6784915 | 2.41E-11  | 1.75E-10  |
| ENSG00000276409 | CCL14       | 16.52547173 | 32.310207 | 0.740736314 | -5.429549317 | 1.137029779 | -4.7752042 | 1.80E-06  | 8.56E-06  |
| ENSG00000274403 | AC090510.2  | 4.574699035 | 9.1493981 | 0           | -5.472339062 | 1.502456748 | -3.6422606 | 0.00027   | 0.00096   |
| ENSG00000130600 | H19         | 4.70998682  | 9.4199736 | 0           | -5.508156464 | 1.504366723 | -3.6614453 | 0.000251  | 0.000897  |
| ENSG00000170011 | MYRIP       | 473.9807796 | 928.5144  | 19.44716019 | -5.577073859 | 0.226200679 | -24.655425 | 3.22E-134 | 2.13E-132 |
| ENSG00000236107 | SCN1A-AS1   | 10.12766974 | 19.874404 | 0.380935524 | -5.616843169 | 1.349504507 | -4.1621522 | 3.15E-05  | 0.000129  |
| ENSG00000152583 | SPARCL1     | 116.2831496 | 228.09273 | 4.473567195 | -5.667610767 | 0.460541774 | -12.306399 | 8.37E-35  | 1.50E-33  |
| ENSG00000166828 | SCNN1G      | 5.571754478 | 11.143509 | 0           | -5.751730029 | 1.44493725  | -3.9806089 | 6.87E-05  | 0.000269  |
| ENSG00000167434 | CA4         | 11.26968949 | 22.179578 | 0.35980079  | -5.783637695 | 1.317847411 | -4.3887006 | 1.14E-05  | 4.95E-05  |
| ENSG00000049540 | ELN         | 12.07902092 | 23.798241 | 0.35980079  | -5.87926066  | 1.320102486 | -4.4536396 | 8.44E-06  | 3.73E-05  |
| ENSG00000213561 | AC103591.2  | 12.43815032 | 24.5165   | 0.35980079  | -5.921382291 | 1.313726736 | -4.5073166 | 6.57E-06  | 2.94E-05  |
| ENSG00000100053 | CRYBB3      | 6.352571795 | 12.705144 | 0           | -5.944191579 | 1.421189256 | -4.1825475 | 2.88E-05  | 0.000119  |
| ENSG00000275152 | CCL16       | 7.147066111 | 14.294132 | 0           | -6.116068877 | 1.397008848 | -4.3779743 | 1.20E-05  | 5.18E-05  |
| ENSG00000168447 | SCNN1B      | 28.07166302 | 55.378783 | 0.764542573 | -6.204664716 | 1.091679335 | -5.6835964 | 1.32E-08  | 7.69E-08  |
| ENSG00000162630 | B3GALT2     | 8.11308933  | 16.226179 | 0           | -6.292624673 | 1.366789917 | -4.6039443 | 4.15E-06  | 1.90E-05  |
| ENSG00000166106 | ADAMTS15    | 8.215937742 | 16.431875 | 0           | -6.315282629 | 1.366666783 | -4.6209381 | 3.82E-06  | 1.76E-05  |
| ENSG00000237371 | AL355803.1  | 9.694103922 | 19.388208 | 0           | -6.547165538 | 1.34666255  | -4.8617714 | 1.16E-06  | 5.68E-06  |
| ENSG00000134817 | APLNR       | 54.14274037 | 107.14    | 1.145478097 | -6.575969595 | 0.87543314  | -7.5116754 | 5.84E-14  | 4.95E-13  |
| ENSG00000115155 | OTOF        | 174.5245073 | 345.60189 | 3.447120395 | -6.77229522  | 0.51072246  | -13.074086 | 4.63E-39  | 9.06E-38  |
| ENSG00000162894 | FCMR        | 26.493432   | 52.605928 | 0.380935524 | -7.025286534 | 1.246102829 | -5.6378064 | 1.72E-08  | 9.95E-08  |
| ENSG00000268894 | PLCE1-AS1   | 19.61088934 | 39.221779 | 0           | -7.56891492  | 1.259552646 | -6.0092089 | 1.86E-09  | 1.17E-08  |
| ENSG00000163083 | INHBB       | 588.7760562 | 1176.0891 | 1.463009421 | -9.616978032 | 0.728887601 | -13.194048 | 9.49E-40  | 1.88E-38  |

**Table S4: RNA-Seq analysis of the differentially expressed genes in cytokine-treated HUVECs with or without acetate treatment (adjusted p value < 0.05 and Log2|Fold Change| > 1).**

**Table S5: RNA-Seq analysis of the differentially expressed genes in cytokine-treated HAECs with or without acetate treatment (adjusted p value < 0.05 and Log2|Fold Change| > 1).**

|                 |         |             |             |             |              |             |            |          |          |
|-----------------|---------|-------------|-------------|-------------|--------------|-------------|------------|----------|----------|
| ENSG00000080573 | COL5A3  | 91.57533461 | 182.5861391 | 0.564530112 | -8.286810066 | 1.047403485 | -7.9117648 | 2.54E-15 | 2.81E-14 |
| ENSG00000177614 | PGBD5   | 31.74838503 | 63.49677006 | 0           | -8.612085244 | 1.251897055 | -6.879228  | 6.02E-12 | 5.20E-11 |
| ENSG00000213886 | UBD     | 70.39696261 | 140.5424187 | 0.251506544 | -8.795909215 | 1.206836313 | -7.2884028 | 3.14E-13 | 3.01E-12 |
| ENSG00000235531 | MSC-AS1 | 76.18327752 | 152.366555  | 0           | -9.873359247 | 1.206336656 | -8.1845803 | 2.73E-16 | 3.19E-15 |
| ENSG00000277632 | CCL3    | 94.14254141 | 188.2850828 | 0           | -10.17841284 | 1.205327315 | -8.4445218 | 3.05E-17 | 3.75E-16 |
| ENSG00000041982 | TNC     | 8135.795727 | 16264.39918 | 7.192274902 | -11.11975566 | 0.294633674 | -37.740953 | 0        | 0        |

|                 |          |             |             |             |              |             |            |           |           |
|-----------------|----------|-------------|-------------|-------------|--------------|-------------|------------|-----------|-----------|
| ENSG00000145649 | GZMA     | 12.25627216 | 24.51254431 | 0           | -7.071246166 | 1.331993364 | -5.3087698 | 1.10E-07  | 6.88E-07  |
| ENSG00000143851 | PTPN7    | 12.85304154 | 25.70608309 | 0           | -7.140930827 | 1.314417675 | -5.4327715 | 5.55E-08  | 3.57E-07  |
| ENSG00000137203 | TFAP2A   | 57.23090974 | 113.7992267 | 0.662592755 | -7.430450598 | 1.060210951 | -7.0084643 | 2.41E-12  | 2.34E-11  |
| ENSG00000178860 | MSC      | 70.09202125 | 139.5278204 | 0.656222116 | -7.725709945 | 1.05627558  | -7.3141045 | 2.59E-13  | 2.71E-12  |
| ENSG00000182326 | C1S      | 193.2143436 | 384.8367537 | 1.591933495 | -7.868312872 | 0.66477837  | -11.835994 | 2.54E-32  | 6.99E-31  |
| ENSG00000013293 | SLC7A14  | 51.29341755 | 102.240198  | 0.346637146 | -8.171422141 | 1.214279187 | -6.7294426 | 1.70E-11  | 1.54E-10  |
| ENSG00000277632 | CCL3     | 54.86236787 | 109.3780986 | 0.346637146 | -8.268511612 | 1.211482226 | -6.82512   | 8.79E-12  | 8.23E-11  |
| ENSG00000041982 | TNC      | 1086.972723 | 2167.338631 | 6.606815636 | -8.360092135 | 0.33484391  | -24.967132 | 1.39E-137 | 3.05E-135 |
| ENSG00000175445 | LPL      | 47.06027383 | 94.12054766 | 0           | -9.013397672 | 1.218184841 | -7.3990394 | 1.37E-13  | 1.46E-12  |
| ENSG00000172137 | CALB2    | 182.2756182 | 363.9193251 | 0.631911219 | -9.108539901 | 1.032708847 | -8.8200464 | 1.14E-18  | 1.68E-17  |
| ENSG00000138316 | ADAMTS14 | 87.84693561 | 175.6938712 | 0           | -9.913730352 | 1.200561766 | -8.2575763 | 1.49E-16  | 1.93E-15  |
| ENSG00000169436 | COL22A1  | 272.4147574 | 544.4828776 | 0.346637146 | -10.5843268  | 1.185914275 | -8.9250353 | 4.46E-19  | 6.70E-18  |

# Supplementary material for: Transcriptome analysis reveals molecular signature and cell-type difference of Homo sapiens endothelial-to-mesenchymal transition
**Source:** G3 (Bethesda). 2023 Oct 20;13(12):jkad243. doi: 10.1093/g3journal/jkad243
**Supplement:** jkad243_Supplementary_Data

**Supporting information**

**Supporting Figure Legends:**

**Figure S1. TGF-β1 and IL-1β induce EndoMT markers.** (A) hierarchically clustered heatmap of the expression of 186 pan-endothelial genes showing vascular heterogeneity of normal endothelial cells without induction of EndoMT. (B) Real-time qPCR analysis of endothelial markers and mesenchymal markers in cytokine-treated endothelial cells (n = 2-3 biological replicates). **p*< 0.05; ***p*< 0.01; ****p*< 0.001.

**Figure S2. EndoMT regulates cell chemotaxis and cell cycle processes.** (A) Hierarchically clustered circular heatmap of all 49 genes of the GO category “cell chemotaxis” in Fig 2C. (B) Venn diagram showing overlapping and unique sets of downregulated genes in cytokine-treated endothelial cells (log_2_[Fold Change] < -0.5 and adjusted *p* value < 0.05). (C) Bubble plot depicting top 12 enriched GO biological processes for the shared 716 downregulated genes in cytokine-treated endothelial cells.

**Figure S3. Vascular-bed-specific EndoMT has unique gene signatures.** (A-C) From the STRING database-based networks (with a medium confidence cutoff of score 0.4) showing the protein-protein interactions of ten most strongly upregulated or downregulated, highly expressed signature genes in HUVECs (A), HAECs (B) and HPMVECs (C). Edges represent protein-protein associations (blue edge: known interactions from curated databases; pink edge: experimentally determined known interactions; others based on text mining [light green edge], co-expression [black], and protein homology [light purple]). (D-F) Rcircos plots showing the chromosome positions of the ten most strongly upregulated or downregulated, highly expressed signature genes in HUVECs (D), HAECs (E), and HPMVECs (F).

**Figure S4.** **Vascular-bed-specific EndoMT has unique experimentally validated protein-protein interactions**. STRING database-based analyses (with the highest confidence cutoff of score 0.9) showing the experimentally validated protein-protein associations of the differentially expressed genes in HUVECs only (of 502 upregulated genes in panel A; of 434 downregulated genes in panel B), HPMVECs only (no experimentally validated protein-protein interactions of 351 upregulated genes; of 774 downregulated genes in panel C) or HAECs only (of 1098 upregulated genes in panel D; of 1225 downregulated genes in panel E). Network type: physical subnetwork (the edges indicate that the proteins are part of a physical complex). Meaning of network edges: confidence (line thickness indicates the strength of data support). Active interaction sources: experiments.

**Figure S5. Acetate regulates the expression of genes involving EndoMT-associated leukocyte chemotaxis and related biological processes. (**A and B) Venn diagrams showing common differentially expressed genes of cytokine-upregulated genes and acetate-suppressed genes (A), and of cytokine-downregulated genes and acetate-restored genes (B) (adjusted *p* value < 0.05 and Log2|Fold Change| > 1). (C) Tabular forms showing the common enriched GO biological process categories “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration” in acetate-treated endothelial cells. (D) Venn diagrams showing the overlapping gene sets between differentially expressed genes of the common categories “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration” in Figure 5A-5C. (E) Hierarchically clustered heatmap analysis of 24 differentially expressed genes shared by the common categories “leukocyte chemotaxis,” “leukocyte cell-cell adhesion,” and “leukocyte migration” in Figure S5D.

**Figure S6. A potential role for SLC transporter genes in EndoMT.** (A) Violin plot showing the frequency distribution of 85 highly expressed SLC genes in the presence or absence of acetate following control or cytokine treatment (n = 3 biological replicates). The horizon lines indicate the median (red line) and quartiles (black line). (B) Hierarchically clustered heatmap of the expression of 85 highly expressed SLC genes in the presence or absence of acetate following control or cytokine treatment (n = 3 biological replicates).

**Supporting Table Legends:**

**Table S1. RNA-Seq analysis of the differentially expressed genes in HUVECs with or without cytokine treatment.**

**Table S2. RNA-Seq analysis of the differentially expressed genes in HAECs with or without cytokine treatment.**

**Table S3. RNA-Seq analysis of the differentially expressed genes in HPMVECs with or without cytokine treatment.**

**Table S4. RNA-Seq analysis of the differentially expressed genes in cytokine-treated HUVECs with or without acetate treatment.**

**Table S5. RNA-Seq analysis of the differentially expressed genes in cytokine-treated HAECs with or without acetate treatment.**

**Table S6. RNA-Seq analysis of the differentially expressed genes in cytokine-treated HPMVECs with or without acetate treatment.**

How the deposited data were processed for this re-analysis (not part of the article)

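RNA-Seq libraries were made by the authors from HUVECs, HAECs and HPMVECs kept for 4 days as controls, with TGF-β1 (10 ng/mL) plus IL-1β (1 ng/mL), or with both cytokines and 40 mM sodium acetate. Each of the 9 conditions had 3 replicates, 27 libraries in all. The authors prepared directional libraries from poly(A) RNA, trimmed the paired-end reads with Trimmomatic, aligned them with STAR, marked duplicates with Picard and counted reads per gene with featureCounts or HTSeq. The deposited values are counts, whole numbers for 58884 Ensembl genes, without normalization. The genome build, the annotation release and the strand setting are not named in the paper's text. Of the gene identifiers, 58611 are in GENCODE 29, from which chromosomes, gene lengths and GC content were taken, and 58472 are in a current table of gene names. No coordinates are given, since the build is not known.

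Total counts per library ranged from 34434625 to 47918793, with a median of 38541508. Replicates of a condition differed by more than counting error: over 12248 genes with a mean count of at least 50, the chi-square per gene between a pair of replicates was between 3.40 and 21.6. The biological coefficient of variation of a condition was between 0.0347 and 0.0948. Where every library of a group held 3 or fewer counts, only a lower bound of the fold change is given. Such bounds cover counting error only.

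Calculations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The 16201 genes kept by filterByExpr with its default settings over the 27 libraries, grouped by condition, were tested. Each of 6 comparisons (cytokines against control, and cytokines with acetate against cytokines, in 3 cell types) was fitted on its own 6 libraries with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM used a prior count of 2. The interaction of cell type and treatment was tested with an F-test over 18 libraries, and the cell types' controls with an F-test over 9 libraries. Shared and unique genes used a log2 fold change past 0.5, and the 2-fold lists a log2 fold change past 1.

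Gene lists were tested with camera at a preset correlation of 0.01: chemokines, chemokine receptors and integrins by family name, the S phase and G2/M phase lists of Seurat, and lists of interferon-stimulated, osmotic response, SREBP2 target, nuclear-retained or intron-detaining, T-cell, smooth muscle and fibroblast, and lymphatic genes written from general knowledge. Lists of nuclear-encoded oxidative phosphorylation genes and of genes raised by histone deacetylase inhibitors were added after the results had been seen. The pathway collections that the paper used were not analysed here. The genes named in the text are genes that the paper names for its RNA-Seq data and, in each comparison, the 3 largest fitted rises and 3 largest fitted falls among genes with an adjusted p under 0.05, at least 100 counts in every library of the higher group and no overlap between the groups. TIMP3 and MGP are pan-endothelial genes of the paper's list that were singled out after their values were seen. Some genes that the paper names are not reported here.

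The comparisons, their tests, the gene lists other than those 2 and the alternatives below were set before the data were examined. The tests of gene lists between cell types and their alternatives, the counts per chromosome, the mitochondrial share and the set of genes that acetate alone raised were chosen after seeing the data. The alternatives were DESeq2, the RLE normalization, no filter on low counts, a filter of at least 10 counts in every library of the fit, a fit of all 27 libraries, the replicate number as a block, leaving out each replicate in turn, edgeR's glmTreat, other scalings, gene sets, linkages and distances for the sample structure, and fry or an estimated correlation for the gene lists. The steps were tested on simulated data with 200 genes changed by a log2 size of 1. The edgeR steps recovered 199 of them with HUVEC settings, 194 with HAEC and 195 with HPMVEC settings, with 13, 20 and 19 other genes called.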

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

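The counts of other splits given for the interferon and nuclear-retained lists after cytokines, for the chemokine and G2/M phase lists after acetate and for all genes, the counts of splits that mixed the treatments in both cell types, the 2 tests of the nuclear-retained list after acetate and the test of the salt were tests chosen only after the result was seen. Adjusted p-values of list differences are from camera over 72 tests, and each list is represented by the pair of cell types with its smallest adjusted p, except that the nuclear-retained list is represented by HPMVECs and HAECs. A split that keeps the real groups of a cell type still carries its treatment effect. Every difference between cell types includes any difference between the donors of the cells, which the design does not separate.

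The response to cytokines differed between HUVECs, HAECs and HPMVECs for 8997 genes. Among 100 splits of the libraries within each cell type, 1 gave as many genes, the real one. The median of the splits was 0, but the largest count of another split was 8847. Splits that keep the real groups of a cell type were not counted apart here, so the count of splits does not decide. A difference of the cell types or donors stays open and was not tested.

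The response of interferon-stimulated genes to cytokines differed between HAECs and HPMVECs (adjusted p of the difference = 1.07e-15), with a median log2 difference of −3.76 and all 16 of 16 genes lower in HPMVECs. The fall in HPMVECs by itself (median −0.33, adjusted p = 0.0266 from camera) is less certain. It was lost under fry and with the correlation between genes estimated. Without HPMVEC control replicate 1 or 3 or cytokine replicate 1 or 3, its adjusted p lay between 0.0516 and 0.0927. With all libraries thinned to the same total, the median difference less that of all genes was −3.76, and with a correction for GC content and gene length it was −3.78, which argues against both as the whole cause. As large a difference was found in 3 of 100 splits. With the correlation between genes estimated, the adjusted p was 0.0857. A different interferon response of the cell types or donors may explain the pattern and was not tested.

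The G2/M phase genes fell more in HAECs than in HUVECs after cytokines (adjusted p = 1.43e-25, median difference −1.56, 51 of 54 genes), as did the S phase genes (adjusted p = 2.49e-16, median difference −1.02, 40 of 43 genes). The differences were −1.55 and −1.0 with thinned libraries and −1.54 and −0.99 with the correction for GC content and gene length, so neither explanation covers them. As large a difference was found in 1 of 100 splits for G2/M and in 9 of 100 for S phase. Each of the 9 kept the real groups of HAECs or HUVECs, and none of the 74 splits that mixed the treatments in both reached it, which argues against a split unrelated to treatment. With the correlation between genes estimated, the adjusted p was 0.000909 for G2/M and 0.00101 for S phase. A difference of the cell types or donors stays open, untested.

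Nuclear-retained and intron-detaining genes fell in HPMVECs and not in HAECs after cytokines (adjusted p of the difference = 0.000544, median difference −0.76, 10 of 10 genes). The median difference was −0.76 with thinned libraries and −0.73 with the correction for GC content and gene length. As large a difference was found in 25 of 100 splits, and in 18 of the 70 that mixed the treatments in both cell types, so variation between libraries stays open, as does a difference of the cell types or donors. Between HPMVECs and HUVECs the adjusted p was 0.000257, and 0.368 with the correlation between genes estimated.

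The difference of 6 osmotic response genes between HPMVECs and HAECs after cytokines had an adjusted p of 0.0340 (median difference 0.43, 5 of 6 genes). The values were 0.44 with thinned libraries and 0.43 with the correction for GC content and gene length, and 1 of 100 splits gave as much. Without HAEC control replicate 1, HAEC cytokine replicate 3 or HPMVEC cytokine replicate 1 the adjusted p was 0.0555, 0.0632 or 0.0557. The 12 SREBP2 target genes differed between HPMVECs and HUVECs (adjusted p = 0.00861, median difference −0.31, 9 of 12 genes), with −0.31 and −0.28 under the 2 corrections and 4 of 100 splits as large. With the correlation estimated, the adjusted p was 0.253 for the first list and 0.355 for the second. A difference of the cell types or donors stays open for both, untested.

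After acetate, the chemokine family fell in HAECs and not in HUVECs (adjusted p of the difference = 6.23e-10, median difference −1.65, 22 of 24 genes). It was −1.69 with thinned libraries and −1.63 with the correction for GC content and gene length, and 1 of 100 splits gave as large a difference. The integrin genes rose more in HUVECs than in HAECs (adjusted p = 0.000544, median difference −0.50, 15 of 20 genes), with −0.49 and −0.55 under the corrections and 1 of 100 splits. The SREBP2 target genes fell in HAECs and not in HPMVECs (adjusted p = 1.10e-06, median difference 0.44, 11 of 12 genes), with 0.45 and 0.44 and 1 of 100 splits. With the correlation estimated, the adjusted p of the integrin difference was 0.0962 and that of the SREBP2 difference 0.170. A different response of the cell types or donors stays open as a hypothesis.

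After acetate, the G2/M phase genes fell in HUVECs and less in HPMVECs (adjusted p of the difference = 1.34e-23, median difference 1.15, 52 of 54 genes), and the S phase genes fell in HUVECs and not in HAECs (adjusted p = 2.04e-08, median difference 0.58, 37 of 43 genes). The values were 1.17 and 0.58 with thinned libraries and 1.16 and 0.56 with the correction for GC content and gene length. Interferon-stimulated genes fell in HAECs and not in HPMVECs (adjusted p = 3.17e-09, median difference 1.87, 16 of 16 genes), with 1.87 and 1.88. As large differences were found in 12, 13 and 9 of 100 splits for these 3 lists. For the 2 cell-cycle lists, each of these kept the real groups of one of the cell types, and none of the 77 and 81 splits that mixed the treatments in both reached the difference, which argues against a split unrelated to treatment. For the interferon list, 5 of 83 such splits reached it, so variation between libraries stays open there. With the correlation between genes estimated, the adjusted p was 0.000403 for G2/M, 0.00867 for S phase and 0.259 for the interferon list. A different response of the cell types or donors stays open for the 3 lists, untested.

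With acetate, the share of counts on mitochondrial genes, which the paper does not report, was 3.67% ± 0.171 in HUVECs, 4.08% ± 0.141 in HAECs and 3.63% ± 0.0256 in HPMVECs (SD, n = 3 libraries), above the controls' 2.07% ± 0.112, 2.80% ± 0.215 and 2.58% ± 0.155. With cytokines alone it was 2.56%, 2.80% and 2.65%. Of 39 tests of the 13 protein genes in the 3 cell types, 34 called a rise with acetate and 1 a fall, with 34 rises under the RLE normalization, 34 with thinned libraries and 34 with the correction for GC content and gene length. Loss of cytoplasmic RNA from damaged cells would raise nuclear-retained transcripts as well: their median log2 fold change was −0.073 in HUVECs (camera, unadjusted p = 0.331; 3 of 10 genes lowered), and the smaller of the medians in HAECs and HPMVECs was 0.20. Neither decides, so such a loss stays open in the 3 cell types. More of the oxidative phosphorylation machinery as a whole may be behind the rise, since its nuclear-encoded list rose in 2 of 3 cell types (adjusted p = 1.40e-05 in HUVECs and 0.000177 in HPMVECs over 12 tests). In HAECs it did not pass the threshold (adjusted p = 0.451), and the difference between the cell types was not tested for this list.

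Acetate raised 434 genes by more than 2-fold in all 3 cell types. Of these, 203 were also more than 2-fold above control in all 3, and 119 of them were raised by cytokines in none, genes the paper does not discuss as a set. Of the 119, 118 passed the same rules under the RLE normalization, 113 with thinned libraries, 118 without the 50 most abundant genes and 113 with the correction for GC content and gene length, so these explanations do not cover the set. Among 100 splits, 1 gave as many genes raised in all 3 cell types. Inhibition of histone deacetylases by the short-chain acid is a hypothesis: the list of 8 genes raised by such inhibitors rose in 0 of 3 cell types, and in 0 at an unadjusted p under 0.05 (4 raised and 3 lowered genes in each), and since its members went both ways, the test does not decide. The higher salt of the medium is another: the osmotic response list rose in 0 of 3 cell types, and in 0 at an unadjusted p under 0.05, with 6 genes too few to exclude it, and no sodium control without acetate is among the libraries.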

How the results depend on the processing

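All counts of other splits in this part come from tests chosen only after the result was seen. The cause of a change was not tested unless stated.

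The numbers of genes changed by cytokines or acetate, of genes whose response differed between cell types, of pan-endothelial genes that differed and of changed SLC genes stayed within 1.5 times the reported count under DESeq2, the RLE normalization, both filters, the fit of all 27 libraries, the replicate block and each left-out library. Fewer genes passed where an alternative by its construction tested fewer genes or a stricter cutoff. With at least 10 counts required in every library, the shared raised genes numbered 592, and the genes reversed at 2-fold 127 raised then lowered and 210 lowered then raised in HUVECs, 309 and 299 in HAECs, and 201 and 188 in HPMVECs. With glmTreat, the latter were 182 and 145, 361 and 204, and 279 and 91, the unique raised genes 337 in HUVECs and 236 in HPMVECs, the unique lowered genes of HPMVECs 492 and the shared lowered genes 514. With an absolute log2 fold change above 0.5 in both comparisons, 689 and 699 genes were reversed in HUVECs, 1135 and 1056 in HAECs, and 778 and 668 in HPMVECs.

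The correlation of the cytokine and acetate log2 fold changes was −0.482, −0.573 and −0.583 in HUVECs, HAECs and HPMVECs without a low-count filter, −0.261, −0.481 and −0.425 with at least 10 counts, and −0.277, −0.410 and −0.372 with the cytokine replicates split between the comparisons. Leaving out a library gave −0.385 to −0.341, −0.530 to −0.479 and −0.517 to −0.455. The correlation stayed negative in each. Of 100 splits, 77, 55 and 60 gave one as negative, but the 2 comparisons share a group in every split, which builds in a negative correlation, so these counts decide nothing.

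The first component held 34.1% of the variance with genes scaled, 43% with the 500 most variable genes, 46.9% with the variance stabilizing transformation and 35.6% to 40.3% when a library was left out. The second held 22.1% with genes scaled, 32.1% with the 500 genes and 24.4% to 28.9% when a library was left out. The adjusted Rand index of the first division of the tree against treatment, 0.0556, was −0.0552 with the 500 genes and −0.0570 to 0.115 when a library was left out. The 6 clusters were the 6 groups under each of these settings, the complete and average linkage and the correlation distance.

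With the correlation between genes estimated in camera, the adjusted p of the chemokine, S phase and G2/M lists after cytokines was 0.172 each in HUVECs, 0.164, 0.111 and 0.111 in HAECs, and 0.0704 each in HPMVECs. That of the interferon list was 0.411, 0.377 and 0.764, and that of the nuclear-retained list in HPMVECs 0.693. After acetate, the S phase and G2/M lists in HUVECs had 0.342 and 0.172, and the chemokine list 0.172 in HAECs and 0.111 in HPMVECs. None of these calls held under this setting. Under fry, the interferon list after cytokines in HPMVECs was no longer past the threshold (0.0778), while the nuclear-retained list in HUVECs (0.00966) and, after acetate, the S phase and G2/M lists in HAECs (0.0151 and 0.00548) and HPMVECs (0.00234 and 0.00372) were. The chemokine list after acetate in HUVECs reversed from a fall above the threshold (adjusted p = 0.813) to a rise past it under fry (0.00739). With the replicate block, the nuclear-retained list in HUVECs passed (0.0340). The replicate numbers did not mark pairs, since the correlation of replicates with the same number across groups was between −0.212 and 0.111.

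Leaving out 1 library gave adjusted p-values from 0.00494 to 0.0539 for the nuclear-retained list in HPMVECs (0.0539 without HPMVEC cytokine replicate 3) and from 0.0113 to 0.0927 in HUVECs (0.0113 without HUVEC control replicate 1). For the interferon list in HPMVECs they were 7.38e-05 to 0.0927, with 0.0734 without control replicate 1, 0.0516 without control replicate 3, 0.0927 without cytokine replicate 1 and 0.0822 without cytokine replicate 3. The G2/M list after acetate in HPMVECs had 0.0300 to 0.0695, with 0.0495 without cytokine replicate 2, 0.0462 without acetate replicate 1 and 0.0300 without acetate replicate 2.

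The 154 gene results in the text gave 1803 values under DESeq2, the RLE normalization, both filters, the fit of all 27 libraries, the replicate block and left-out libraries, and 1792 of these kept the direction and the side of the threshold. The other 11 concern 6 results in HUVECs and HAECs and 1 in HPMVECs. KDR in HAECs was above the threshold without HAEC control replicate 1 (adjusted p = 0.0640), control replicate 2 (0.0802), cytokine replicate 1 (0.0818) or cytokine replicate 3 (0.0957). The fit of all 27 libraries left the fall of SAMHD1 in HUVECs (0.0894) and the rises of DDX39B (0.0873 in HUVECs, 0.121 in HAECs) and ARGLU1 (0.627 and 0.259) above it, and put ROBO1 in HPMVECs past it (0.0267). ARGLU1 in HUVECs was also above it without HUVEC control replicate 2 (0.0602).

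For the differences of lists between cell types, whose alternatives were chosen after seeing the data, the 12 calls held under fry and the replicate block. With the correlation estimated, 5 held, with adjusted p-values of 0.00132 for chemokines, 0.000403 for G2/M and 0.00867 for S phase after acetate, and 0.000909 for G2/M and 0.00101 for S phase after cytokines. Leaving out a library changed the osmotic list alone (0.0216 to 0.0632).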

Differences from the paper's values

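The chromosome tests in this part were chosen only after the result was seen. The second principal component held 27.7% of the variance, against about 14% in the paper's Fig. 1b, read by eye. None of the alternatives set before the data were examined closed the gap: it was 22.1% with genes scaled, 32.1% with the 500 most variable genes, 26.7% with the variance stabilizing transformation, 27.6% with the RLE normalization and 24.4% to 28.9% when a library was left out.

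The adjusted p-values of FGFR1 (ENSG00000077782) after acetate were compared as powers of 10, a scale chosen after the values were seen, against the SD of the fits that each left out a library. In HUVECs it was 1.72e-09 against the paper's 5.60e-28, in HAECs 5.88e-10 against the paper's 2.93e-64, and in HPMVECs 2.92e-09 against the paper's 1.10e-33. With DESeq2 the values fell within the paper's, at 7.81e-29, 2.10e-64 and 3.33e-34. Without a low-count filter the values were 6.71e-27, 3.99e-82 and 5.72e-42. The first was within that SD of the paper's. The other 2 were smaller than the paper's by more than that SD, with powers 1.28 and 1.25 times the paper's. Every other alternative set before the data were examined left the difference in the 3 cell types.

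In the tree of the 18 libraries, the paper's Fig. 1c parts them first by treatment, while here the first division put all HUVECs with control HAECs and the other cells in the second cluster, with an adjusted Rand index against treatment of 0.0556 and of at most 0.115 under the alternatives. The paper counts ZNF436 (ENSG00000125945) among the genes lowered in HPMVECs alone, while its log2 fold change was −0.50 in HUVECs and −0.50 in HAECs, at the cutoff of −0.5 in both, which leaving out 1 library crossed (−0.52 to −0.48 and −0.55 to −0.45). The paper calls CX3CL1 a CXC chemokine and the CXCL genes CX3C chemokines, while the gene names assign them the other way round. It describes the SLC and signature genes as passing a level in FPKM that 0 of the 85 SLC genes passed on that scale here and all 85 passed as raw counts. It describes a higher SLC median in HUVECs undergoing EndoMT. Among cytokine-treated cells the HUVEC median was the highest on raw counts (2758), while on CPM that of HAECs (65.5) was above that of HUVECs (63.2). It places an excess of HUVEC signature genes on chromosome 7, for which the adjusted p was 0.411. Chromosomes 7 and 11 each held 4 of these genes.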

Other observations

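All counts of other splits in this part come from tests chosen only after the result was seen, and the T-cell test was set before it.

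The numbers of genes changed by cytokines and by acetate in each cell type, and of SLC genes changed by cytokines, were reached by 1 of 10 splits of the 6 libraries, the real one, which is the least that 3 libraries against 3 allow. Among 100 splits, the shared raised and shared lowered genes were reached by 1 each, the genes that differed across controls by 1 and the pan-endothelial genes among them by 1. The genes reversed by acetate were reached by 3 in HUVECs, 2 in HAECs and 1 in HPMVECs, the genes reversed at 2-fold by 3, 3 and 3, and the SLC genes moved back by 1, 2 and 1. The largest count of reversed genes in another split was 4500, 5983 and 2444, and at 2-fold 1244, 1542 and 879. Except for the 2444 in HPMVECs, these were above the real counts, so such counts are not peculiar to the real grouping. The 2 comparisons share a group in every split. The unique raised genes were reached by 9, 9 and 9 and the unique lowered genes by 9, 9 and 8, but a split that keeps the real groups of 1 cell type and mixes the others makes its whole list unique, so these counts decide nothing. For the 3 cell types together, the lists after cytokines were reached by 1 split for chemokines, 1 for S phase, 1 for G2/M, 10 for interferon and 50 for nuclear-retained genes, and after acetate by 2, 2 and 3 for chemokines, S phase and G2/M.

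TRBC2, a T-cell receptor gene, was counted in control HAECs at 39.5 ± 8.04 CPM (SD, n = 3). T cells among the HAECs would bring their other transcripts, yet 8 other T-cell genes (TRAC, LCK, CD3D, CD3E, CD3G, CD2, CD247 and PTPRC) summed to 1.57 CPM, with TRAC (ENSG00000277734) at 1.52 CPM and LCK (ENSG00000182866) at 0.0496 CPM. This argues against T cells. No other explanation was tested.

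The other gene lists gave these medians of log2 fold changes, in HUVECs, HAECs and HPMVECs, with adjusted p-values from camera over 72 tests. Medians given at the bound set genes at the floor of one group to their bound. They leave out genes at the floor of both groups, which have no bound. Only such an omission changed the lymphatic medians. The same holds in HAECs for the smooth muscle and fibroblast list after cytokines and for the T-cell genes after acetate. After cytokines, the osmotic response list had −0.37, −0.52 and −0.11 (adjusted p = 0.231, 0.159 and 0.782), and the SREBP2 targets had 0.19, −0.01 and −0.06 (adjusted p = 0.0286, 0.788 and 0.647). The 3 T-cell genes had −1.07, −6.31 and 0.00 (with genes at the floor of one group at their bound, −2.60 in HAECs and 0.80 in HPMVECs; adjusted p = 0.471, 0.323 and 0.795). The smooth muscle and fibroblast list had 0.33, 0.65 and −0.02 (at the bound 0.68 in HAECs and 0.00 in HPMVECs; adjusted p = 0.813, 0.647 and 0.813), and the lymphatic list −0.62, −0.40 and −0.36 (at the bound −0.99 in HUVECs and −1.36 in HAECs; adjusted p = 0.264, 0.509 and 0.134).

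After acetate, the chemokine receptors had −1.85, −1.14 and −1.36 (at the bound −0.68 in HPMVECs; adjusted p = 0.667, 0.583 and 0.328), the integrins 0.33, 0.10 and −0.14 (adjusted p = 0.121, 0.676 and 0.524), the S phase list −0.65, −0.08 and −0.17 (adjusted p = 4.27e-09, 0.509 and 0.135) and the G2/M list −1.44, −0.13 and −0.24 (adjusted p = 9.29e-17, 0.202 and 0.0516) in HUVECs, HAECs and HPMVECs from camera. The interferon list had −0.25, −0.92 and 0.62 (adjusted p = 0.748, 0.000347 and 0.0516), the osmotic list −0.01, 0.17 and 0.16 (adjusted p = 0.926, 0.231 and 0.651), the SREBP2 targets −0.20, −0.33 and 0.02 (adjusted p = 0.0133, 0.00713 and 0.834) and the nuclear-retained list −0.07, 0.35 and 0.20 (adjusted p = 0.508, 0.431 and 0.583). The T-cell genes had −2.34, 1.56 and 0.00 (at the bound 0.68 in HAECs and −0.13 in HPMVECs; adjusted p = 0.386, 0.381 and 0.943), the smooth muscle and fibroblast list 1.73, 0.78 and 0.25 (at the bound 0.93 in HUVECs and 0.36 in HPMVECs; adjusted p = 0.231, 0.431 and 0.771), and the lymphatic list 0.18, 0.00 and −0.58 (at the bound 0.17 in HUVECs and 0.34 in HAECs; adjusted p = 0.433, 0.788 and 0.667).

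The 16 interferon-stimulated genes summed to 132, 520.3 and 670.2 CPM in HUVECs (control, cytokines, cytokines with acetate), to 427, 4339 and 2314 CPM in HAECs and to 821, 634 and 1174 CPM in HPMVECs. Among the genes unique to HPMVECs, 81 of 1182 lie on chromosome 16 (6.85%, against 4.61% of the tested genes; Fisher's exact test, adjusted p = 0.0206 over 69 tests).

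The paper's supplementary tables could be read for 1564, 2846 and 1361 genes after cytokines (HUVECs, HAECs and HPMVECs) and for 1587, 649 and 985 after acetate. Of these, 1354, 2662, 1229, 1487, 577 and 893 were among the tested genes. The correlation of their log2 fold changes with those here, across genes that are not independent replicates, ranged from 0.993 to 0.999, and 2, 0, 1, 4, 0 and 0 genes had the opposite sign.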
